# Stage-specific exposure of *Caenorhabditis elegans* to cadmium identifies unique transcriptomic response cascades and an uncharacterized cadmium responsive transcript

**DOI:** 10.1093/mtomcs/mfae016

**Published:** 2024-03-28

**Authors:** Norah Almutairi, Naema Khan, Alexandra Harrison-Smith, Volker M Arlt, Stephen R Stürzenbaum

**Keywords:** *C. elegans*, L3 stage, L4 stage, cadmium, transcriptomics, metallothionein

## Abstract

Age/stage sensitivity is considered a significant factor in toxicity assessments. Previous studies investigated cadmium (Cd) toxicosis in *Caenorhabditis elegans*, and a plethora of metal-responsive genes/proteins have been identified and characterized in fine detail; however, most of these studies neglected age sensitivity and stage-specific response to toxicants at the molecular level. This present study compared the transcriptome response between *C. elegans* L3 vs L4 larvae exposed to 20 µM Cd to explore the transcriptional hallmarks of stage sensitivity. The results showed that the transcriptome of the L3 stage, despite being exposed to Cd for a shorter period, was more affected than the L4 stage, as demonstrated by differences in transcriptional changes and magnitude of induction. Additionally, *T08G5.1*, a hitherto uncharacterized gene located upstream of metallothionein (*mtl-2*), was transcriptionally hyperresponsive to Cd exposure. Deletion of one or both metallothioneins (*mtl-1* and/or *mtl-2*) increased *T08G5.1* expression, suggesting that its expression is linked to the loss of metallothionein. The generation of an extrachromosomal transgene (P*T08G5.1*:: GFP) revealed that *T08G5.1* is constitutively expressed in the head neurons and induced in gut cells upon Cd exposure, not unlike *mtl-1* and *mtl-2.* The low abundance of cysteine residues in *T08G5.1* suggests, however, that it may not be involved directly in Cd sequestration to limit its toxicity like metallothionein, but might be associated with a parallel pathway, possibly an oxidative stress response.

## Introduction

Cadmium (Cd) is utilized in medium to large scale industrial processes but also in many day-to-day products such as batteries, pigments, coating, and fertilisers.^1,2^ Cd (II) is of toxicological concern as it resembles the chemical properties of Zn (II), and as a softer Lewis acid is capable of binding to ligands to form coordination compounds.^3^ Several studies have described the damage caused by exposure to Cd; for instance, it disturbs the redox balance by displacing essential elements in the cell, which in turn causes oxidative stress, inflammatory responses, and genotoxicity.^4^ The severity of Cd exposure varies depending on various factors, including species, stage sensitivity, concentration, and exposure duration, all of which influence how an organism can cope with the toxic challenge. Several studies have suggested that these toxic substances generally exert more significant effects on early life stages than late(r) life stages.^5^ Hence, guidelines in toxicology testing take into consideration an organism's age/stage.^6^ Stage sensitivity can occur due to physiological, morphological, and biochemical aspects e.g. the reduced size of the animal, the immaturity of an organ, or an underdeveloped detoxification pathway. The majority of ecotoxicological data has been derived from aquatic tests designed to take these aspects into account.^7–11^ To date, significantly less is known regarding the age sensitivity/stage-specific response dynamics in organisms within the terrestrial ecosystem at the molecular level.

The nematode *Caenorhabditis elegans* is a terrestrial organism amenable to toxicity assessments, including heavy metals.^12,13^ It is small in size and has a rapid life cycle. *Caenorhabditis elegans*, when cultured under optimal conditions (20°C and fed ad libitum), goes through four larval stages (L1–L4) and develops into an adult within 3 days. Each larval stage has distinct characteristics, e.g. at L1 stage the neuronal system develops, at L2 and L3 stages the nematode grows in size, and by the end of the L3 stage, the majority of organs are fully developed (but exclude the majority of the reproductive system). Vulva development commences at late L3 stage and the reproductive organs are fully developed by the end of L4 stage.^14^ Further, since nematode is a self-fertilizing hermaphrodite, the worm population is essentially clonal; hence, reduces intra-species variability based on genetic drift. These traits make *C.elegans* a preferable model for environmental toxicology assessment. In addition, the completion of the *C. elegans* genome sequencing project in 1998 revealed the chromosomal location of ∼20 000 protein-coding genes.^15^ The vast majority of these genes are categorized and annotated in fine detail, information, which can be retrieved from the Wormbase database, however, over 20% of genes have no known function and are defined as uncharacterized.^16^  *Caenorhabditis elegans*’ response to Cd exposure is well documented; e.g. Cd was shown to reduce reproductive performance and lifespan, alter cellular structure, modulate gene expression, and induce metabolic changes.^17–26^ These effects were observed in age synchronized populations as well as mixed stages of worms. The sensitivity of early larval stages (L1–L3 stage) in comparison to later stages (L4 stage and young adults) in response to single and/or binary exposure(s) to heavy metals revealed stage-specific differences in physiological parameters, including reproductive capability, and neuro-behavioural changes.^27–29^

Ample data are available concerning the assessment of Cd toxicosis in *C.elegans*; however, to the best of our knowledge, no data have been forthcoming that compares the transcriptomic response to Cd exposure at defined larval life stages. Therefore, the aim of this work is to identify holistic differences that define stage-specific responses and sensitivities to toxicity between early life and late life larval stages L3 and L4, in addition to pinpointing novel targets linked to Cd detoxification and toxicosis.

## Materials and methods

### Experiment design

*Caenorhabditis elegans* (wild-type (WT), N2 Bristol), *mtl-2*(gk125), and *Escherichia coli* (OP50) were obtained from the *Caenorhabditis* Genetics Center (CGC). The *mtl-1*(tm1770) was obtained by the National Bioresource Project headed by the Mitani lab, Tokyo, Japan, and the metallothionein double knockout strain *mtl-1; mtl-2*(zs1) was generated by Dr Sam Hughes (in the Stürzenbaum lab). In addition, a P*T08G5.1*:: GFP strain was generated as part of this study via the microinjection of extrachromosomal transgenic arrays. The standard method of Brenner,^30^ was used to culture synchronized *C. elegans* on Nematode Growth Media (NGM) plates at 20°C, which were inoculated with *E. coli* with or without supplementation of 10, 20, and 40 μM cadmium chloride (Sigma-Aldrich 99% ACS—CdCl_2_). Synchronized L1 stage nematodes were grown either for 27 h to L3 or for 47 h to L4 stage, then collected from the plates using M9 buffer, washed multiple times to remove the bacteria, and then prepared for total RNA extraction using the Zymo Quick-RNA™ kit according to the manufacturer's protocol.

### RNA sequencing

Following the sample generation, collection, and RNA extraction, mRNA was isolated via poly-A selection and RNAseq performed by Illumina HiSeq 150 bp paired-end sequencing (GENEWIZ^©^). Reads (∼40 million reads per replicate) were mapped to the ENSEMBL (WBcel235 version) *Caenorhabditis elegans* reference genome using the STAR aligner (v.2.5.2b). Gene hit counts were calculated (by applying featureCounts from the Subread package, v.1.5.2) and used for downstream differential expression analyses. DESeq2 software identified the variance between tested samples. In order to focus only on the most significant transcripts, p-values and log2 fold cut-offs were applied. The RNAseq data can be accessed via GEO accession GSE1156507.

### Quantitative PCR (qPCR)

Quantitative PCR (qPCR, ABI Prism 7500 Fast System, Applied BioSystems, Warrington, UK) was used to validate the most responsive transcripts by means of TaqMan^®^ and SYBR™ Green assays. The resultant data were then analysed further for functional enrichment using annotation software. Relative gene expression was calculated using the 2^− ΔΔCT^ method, and the resultant C_T_ values normalized to the invariant house-keeping gene *rla-1*.^31^ Data were expressed as mean ± standard error of the mean (SEM), *N* = 3 biological replicates per condition.

### Gene expression statistical analysis

The Wald test was used to generate p-values and log2 fold changes of the RNAseq data. Genes with an adjusted p-value ≤0.05 and absolute log2 fold change ≥1 were defined as differentially expressed genes. Statistically significant data from qPCR was expressed as mean ±SEM, with *t*-test and analysis of variance (ANOVA) statistical analyses performed to determine the significance between conditions.

### Transgenic worms

The promoter sequence (580 bp) of *T08G5.1* was synthesized (ThermoFisher^®)^, cloned in frame into the GFP vector *pPD95_75*, and then injected with the marker *rol-6* into the gonads of *C. elegans*. The microinjection process was performed by SunyBiotech^®^, China. Transgenic worms were synchronized and seeded in the presence or absence of Cd. Transgenic worms were observed under an inverted microscope (Nikon ECLIPSE TE2000-S) with blue laser scanning fluorescence and/or a confocal microscope (Nikon A1R) at *λ*_ex_ = 450–490 nm. Images were taken with the camera attached to the microscope and analysed utilizing ImageJ 1.49C software.

### RNA interference of *T08G5.1*

To facilitate the characterization of *T08G5.1*, knockdown by RNA interference was performed. First, RNAi NGM plates were prepared containing ampicillin (100 µg/ml) and isopropyl β-d-1-thiogalactopyranoside (1 mM IPTG). The plates were maintained at room temperature for at least 2 days prior to inoculating them with the culture of bacteria expressing dsRNA as specified by Timmons *et al*.^32^ The HT115 bacteria that carry the double T7 RNAi vector (L4440) with *T08G5.1* inserted into the multiple cloning site were streaked onto an NGM plate supplemented with ampicillin (100 µg/ml) and incubated overnight at 37°C. Subsequently, a single bacterial colony was inoculated into LB broth containing 100 µg/ml ampicillin and incubated for 6–8 h at 37°C in a shaking incubator. Thereafter, the fresh bacterial culture (200 µl) was seeded onto the NGM RNAi plates (containing ampicillin and IPTG), then incubated for 2 days at room temperature in a dark box. Finally, synchronized larva (L1) worms were seeded onto the RNAi plates and allowed to grow for at least two generations to facilitate gene silencing. RNAi *T08G5.1* worms were then cultured either in HT115 that carry the vector of dsRNA (RNAi *T08G5.1*) or in HT115, which contained the empty vector (RNAi control) in the presence of absence of cadmium chloride. The efficiency of the knockdown was examined by means of qPCR.

#### Reproduction assay

The reproduction assay was conducted on WT worms and RNAi worms, by allowing synchronized L1 to grow (in the presence or absence of Cd) either to L3 stage or to L4 stage. At the end of the exposure period, the worms were collected, washed multiple times, and transferred individually to 12 well NGM plates inoculated with OP50 or HT115 for RNAi, typically 10 replicates per condition. Worms were transferred to a new well every 24 h until reproduction ceased. The daily and total number of hatched progenies were determined by observation and manual counting.

## Results and discussion

### Concentration validation by reproduction assay

Exposure to Cd during the larval stages resulted in a large reduction in offspring produced once the worms developed to adults. This was independent of exposure duration, namely from L1 to L3 stage (27 h exposure) or L1–L4 stage (47 h exposure) (Fig. 1-A). The analysis aligns with the published literature, which suggests that Cd interferes with the homeostatic control of zinc, copper, and calcium, namely elements that are required for the normal development of the organism.^24,33–36^ In *C. elegans*, Zn is required for sperm activation, which is mediated specifically by the ZIPT-7.1 transporter, as well as the maturation of the oocyte. These two observations may explain why a low dose of Cd during the larval development can lead to a significant reduction in reproductive performance, regardless of exposure duration.^37–39^

**Fig. 1.**
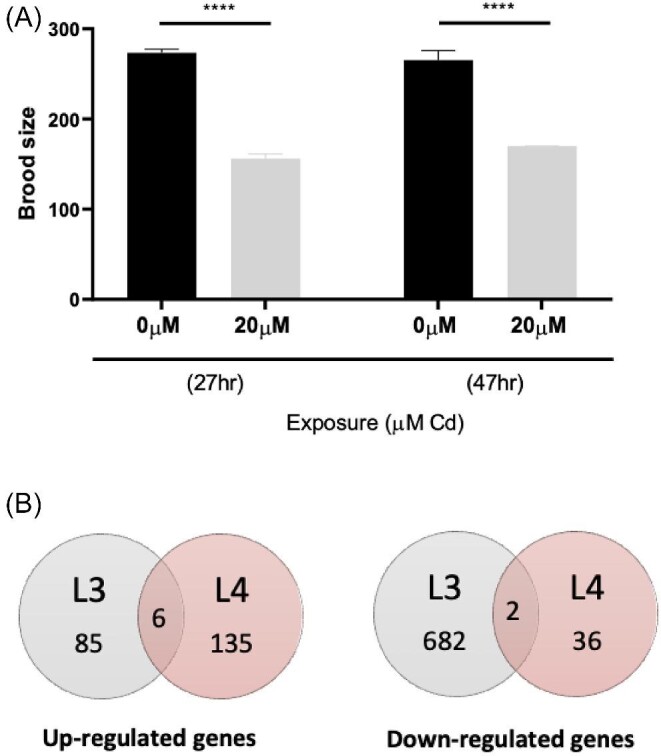
Reproductive performance in synchronized WT *C. elegans* grown in the presence or absence of 20 µM Cd. Worms were exposed from L1 to L3 (27 h) and L1–L4 developmental stage (47 h). Statistical difference in total reproductive output was determined by two-way ANOVA followed by a Sidak's multiple comparisons test (*P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.0001), values represent mean ± SEM (*n* = 10). Note: The total brood size decreased in Cd exposed worms in comparison to the untreated conditions, but this was independent of exposure length and stage (**A**). Venn diagrams showing the number of significantly changing genes at the L3 and L4 stage following an exposure to 20 µM Cd, the selection criteria included a fold-change of ≥ 2 or ≤ −2 and a *P*-value of ≤ 0.05. Only six transcripts were commonly overexpressed in the L3 and L4 stage, namely *mtl-1, mtl-2, cdr-1, lipl-1, F56C3.9*, and *T08G5.1. F09C8.1* and *cest-1* were the only two transcripts that were down-regulated at both stages (**B**).

### Transcriptome analysis of the cadmium exposome

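Poly-A RNA from worms grown from L1 with 0 or 20 µM Cd was sequenced in 12 libraries, 3 biological replicates for each of 4 groups: unexposed and Cd-exposed worms at L3 (27 h) and at L4 (47 h). According to the methods, the authors mapped the paired-end reads with STAR to the WBcel235 genome, counted them on genes with featureCounts, and compared groups with the Wald test of DESeq2. The paper's text does not name the annotation release, the strandedness of the counting or the handling of reads that map to several places. How reads shared by paralogs (such as the *col*, *gst*, *hsp-16* and *msp* families) or by genes that overlap on opposite strands were counted is therefore not known. The deposited counts are whole numbers, without normalization, for 46546 named genes, of which 28601 had a count in at least 1 library. An entry without a gene name, which held from 0.0148% to 2.01% of the counts of a library, was left out. The total count per library ranged from 23899991 to 33925979 in unexposed L3 worms (median 33147237) and from 31072077 to 37796672 in exposed L3 worms (median 35157743). At L4 it ranged from 36412510 to 44049826 in unexposed worms (median 40393515) and from 32160427 to 44766672 in exposed worms (median 40392825). The paper's reported depth is about 40 M reads per replicate, while the values given here use the counts on genes, with a median of 35.8 M over the 12 libraries. One label field of the exposed libraries names a Cd level of 0, whereas their titles, their treatment field and the paper give 20 µM. Libraries were grouped by treatment, and within each stage *mtl-1* was higher in every exposed library than in every unexposed one. Groups were compared with edgeR's quasi-likelihood test on counts normalized by TMM, with only the libraries of the groups compared in the fit. Genes were tested if they passed edgeR's filterByExpr. They were called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the threshold in the paper's methods. This threshold, the tests and the alternatives to them were chosen before the data were examined, except where stated. Expression is given as TMM-normalized CPM (counts scaled to a common library size), mean ± SD of 3 replicates. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic of the test. An exact test of 3 libraries against 3 cannot give a two-sided p below 0.1, so p-values come from the models fitted across all genes.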

Since the exposure to the sub-lethal concentration of Cd led to growth impairment in both L3 and L4, this research further explored the notion that stage-specific differences in response profiles drive the general response to Cd toxicosis. 

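At L3, 545 of the 15024 genes tested were differentially expressed between Cd-exposed and unexposed worms. At L4, 7 of the 16201 genes tested were. With the unadjusted p in place of the adjusted one, the counts were 906 at L3 and 463 at L4. The DESeq2 Wald test called 776 genes at L3, all 545 among them, and 176 at L4, including 6 of the 7. Testing against a fold of 2 (glmTreat in edgeR) lowered the L3 count to 6 genes, with 0 at L4. With the replicate number as a block in the fit the order was reversed, with 5 genes at L3 and 387 at L4. The numbers were not taken to pair the samples, but a pairing of some L4 libraries stays open. The L3 count also depended on single libraries. Without unexposed replicate 3 it was 1258, without exposed replicate 3 it was 254, and without unexposed replicate 1 it was 162. It was 5 without unexposed replicate 2, 6 without exposed replicate 1 and 5 without exposed replicate 2, all of them up-regulated, while 797, 871 and 935 genes passed the unadjusted p in these fits. The L4 count was 12 without unexposed replicate 2, 6 without exposed replicate 1 and 3 without unexposed replicate 1. It was 0 without unexposed replicate 3, exposed replicate 2 or exposed replicate 3, where 638, 708 and 617 genes passed the unadjusted p. The exposed and unexposed libraries did not overlap for 4942 genes at L3 (32.9% of those tested) and for 5946 genes at L4 (36.7%), where chance gives 10%. All of the differentially expressed genes were among them.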

The analysis revealed a set of 775 differentially expressed transcripts in worms exposed from the L1 stage to the L3 stage, a number that was significantly higher than the 179 differentially expressed genes observed in worms exposed from L1 to L4 stage. At the L3 stage, the majority (88%) of the differentially expressed transcripts were down-regulated, but the opposite occurred at the L4 stage, where 79% of the significantly changing transcripts were up-regulated (Fig. 1-B).

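Of the 545 genes at L3, 508 (93.2%) were down-regulated and 37 were up-regulated. Without unexposed replicate 3 the share of down-regulated genes was 69.8%. The DESeq2 Wald test gave 685 down-regulated and 91 up-regulated genes at L3, a share of 88.3%. At L4, 6 of the 7 genes (85.7%) were up-regulated, and with the DESeq2 Wald test the up-regulated share was 77.8%. *Y53F4B.8* (chromosome II of WBcel235, 14994197 to 14997444) increased at L4 from 1.23 ± 0.216 to 5.61 ± 0.296 CPM, a log2 fold change of 2.17 (standard error 0.183, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without unexposed replicate 3, exposed replicate 2 or exposed replicate 3, its adjusted p from the same test was 0.111, 0.0518 and 0.0791. *C06B3.7* (V, 13909686 to 13911524) increased from 3.90 ± 0.725 to 14.6 ± 2.65 CPM, a log2 fold change of 1.90 (standard error 0.189, adjusted p = 0.0230 from the same test). Its call held without unexposed replicate 2 or exposed replicate 1, and its adjusted p was between 0.0572 and 0.140 without each of the other libraries. The down-regulated gene was *nhr-114* (V, 4187185 to 4190008), which fell from 33.6 ± 4.39 to 16.7 ± 0.489 CPM, a log2 fold change of -1.01 (standard error 0.115, adjusted p = 0.0438 from the same test). Of the 6 fits that each left out one library, its call held only in that without unexposed replicate 2, where its log2 fold change was -1.03.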

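Among the 14112 genes tested at both stages, 37 were up-regulated at L3 and 5 at L4, and 4 were up-regulated at both: *mtl-1*, *T08G5.1*, *F56C3.9* and *K04A8.20*. Chance would give 0.0131 shared genes (Fisher's exact test, one-sided, p = 2e-10). The number moved most with the unadjusted p, to 12. With the DESeq2 Wald test 6 genes were shared, namely *mtl-1*, *mtl-2*, *cdr-1*, *lipl-4*, *F56C3.9* and *T08G5.1*, and *K04A8.20* received no adjusted p at L4. None was shared without L4 unexposed replicate 1 or 3 or without L4 exposed replicate 2 or 3, and 5 were shared without L4 unexposed replicate 2. *F56C3.9* (X, 1391800 to 1393991) increased at L3 from a mean of 2.97 CPM to 18.3 CPM, a log2 fold change of 2.63 (standard error 0.159, adjusted p = 0.00134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At L4 it increased from 2.46 ± 0.606 to 8.06 ± 0.668 CPM, a log2 fold change of 1.71 (standard error 0.200, adjusted p = 0.0438 from the same test). *K04A8.20* (V, 6549448 to 6549894) had 1, 1 and 9 counts in unexposed and 188, 89 and 134 counts in exposed L3 worms, a log2 fold change of 4.91 (standard error 0.527, adjusted p = 0.0124 from the same test). Its L3 call was lost without unexposed replicate 2 or exposed replicate 1 or 2, with adjusted p-values of 0.0679, 0.0729 and 0.0857 from the same test. At L4 it had 5, 4 and 5 counts in unexposed and 26, 56 and 66 counts in exposed worms, a log2 fold change of 3.33 (standard error 0.397, adjusted p = 0.0438 from the same test). Of the 6 fits that each left out one L4 library, the L4 call of *F56C3.9* held in that without unexposed replicate 2 (adjusted p = 0.0238 from the same test), and that of *K04A8.20* in that without exposed replicate 1 (adjusted p = 0.0233).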

Some significantly up-regulated transcripts were common to both stages. 

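*mtl-2* (V, 14018270 to 14018673) increased at L3 from 177 ± 33.7 to 634 ± 87.2 CPM, a log2 fold change of 1.84 (standard error 0.164, adjusted p = 0.0124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without unexposed replicate 2 (adjusted p = 0.0679 from the same test), exposed replicate 1 (0.0721) or exposed replicate 2 (0.0614). At L4 *mtl-2* increased from 51.3 ± 27.2 to 227 ± 16.7 CPM, a log2 fold change of 2.15 (standard error 0.334, adjusted p = 0.0547 from the same test), just outside the threshold. Without L4 unexposed replicate 2 the log2 fold change was 2.63 and the adjusted p from the same test was 0.00994. *cdr-1* (V, 15921309 to 15922818) increased at L3 from 3.62 ± 0.0256 to 38.6 ± 1.62 CPM, a log2 fold change of 3.41 (standard error 0.0859, adjusted p = 4.6e-06 from the same test), and was called in all 6 fits that each left out one library. Its L4 values were 2.35 ± 0.225 and 9.64 ± 3.85 CPM, a log2 fold change of 2.04 (standard error 0.302, adjusted p = 0.0524 from the same test). Without L4 exposed replicate 1 they gave a log2 fold change of 2.33 and an adjusted p of 0.0093 from the same test. The DESeq2 Wald test placed both genes past the threshold at L4, with adjusted p-values of 0.000839 for *mtl-2* and 2.6e-08 for *cdr-1*. Over all alternatives, the fits without one library included, the adjusted p at L4 ranged from 0.000188 to 0.224 for *mtl-2* and from 2.6e-08 to 0.224 for *cdr-1*.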

Whilst three of those genes were previously identified as Cd/metal responsive genes, namely *mtl-1, mtl-2, and cdr-*1, others were not. For example, *lipl-4*, which is linked to lipid metabolism and *T08G5.1*, an uncharacterized gene with no annotated function. 

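*lipl-4* (V, 6550171 to 6551817) lies on the same strand as *K04A8.20* and starts shortly after its end. It increased at L3 from 0.955 ± 0.430 to 8.29 ± 0.635 CPM, a log2 fold change of 3.16 (standard error 0.272, adjusted p = 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The L3 call was lost without unexposed replicate 2 (adjusted p = 0.0679 from the same test), exposed replicate 1 (0.0721) or exposed replicate 2 (0.0762). At L4 the increase was from 0.349 ± 0.213 to 2.3 ± 0.234 CPM, a log2 fold change of 2.70 (standard error 0.414, adjusted p = 0.0547 from the same test), and of the 6 fits that each left out one library it passed the threshold only in that without unexposed replicate 2 (adjusted p = 0.0238 from the same test). By the DESeq2 Wald test its adjusted p at L4 was 4.6e-07, the lowest over all alternatives, of which the highest was 0.224. *lipl-1* (V, 12919952 to 12921692), the lipase named in the legend of Fig. 1, decreased at L3 from 23.8 ± 1.56 to 15.9 ± 1.84 CPM, a log2 fold change of -0.58 (standard error 0.109, adjusted p = 0.0262 from the same test). At L4 its log2 fold change was -1.20 (standard error 0.479, adjusted p = 0.163 from the same test), and -0.29 without unexposed replicate 2.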

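Of the 480 genes down-regulated at L3 that were also tested at L4, 0 were down-regulated at L4, where chance would give 0.0340, and 7 genes were shared with the unadjusted p at both stages. With the DESeq2 Wald test 2 genes were shared, namely *F09C8.1* and *cest-1*. *F09C8.1* (X, 16159648 to 16163548) fell at L3 from 14.9 ± 3.47 to 6.35 ± 0.486 CPM, a log2 fold change of -1.23 (standard error 0.179, adjusted p = 0.0133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its L4 counts were 955, 2347 and 327 in unexposed and 246, 228 and 334 in exposed worms, a log2 fold change of -2.17 (standard error 0.579, adjusted p = 0.101 from the same test), or -1.17 without unexposed replicate 2. *cest-1* (V, 14163260 to 14166730) fell at L3 from 46.3 ± 16.1 to 12.5 ± 0.939 CPM, a log2 fold change of -1.89 (standard error 0.260, adjusted p = 0.0129 from the same test). At L4 it had 78, 83 and 25 counts in unexposed and 25, 20 and 31 counts in exposed worms, a log2 fold change of -1.26 (standard error 0.405, adjusted p = 0.118 from the same test). The L3 calls of both genes were lost without unexposed replicate 2, exposed replicate 1 or exposed replicate 2, with adjusted p-values from 0.0679 to 0.0948 by the same test. Among the largest decreases at L3 was that of *F41E6.1* (V, 8622614 to 8623563), with 15, 20 and 16 counts in unexposed and 4, 0 and 1 counts in exposed worms. *F23F1.2* (II, 34204 to 35262) fell at L3 from 9.15 ± 4.60 to 0.882 ± 0.180 CPM, a log2 fold change of -3.37. *C47F8.5* (I, 12321937 to 12324062) had 2, 1 and 3 counts in exposed L3 worms and was at least 5.91-fold lower than in unexposed worms. Of the 17 down-regulated L3 genes in Table 1, 15 passed the threshold, and *lfor-1* and *C06A1.8* did not. The latter, with 79, 9 and 5 counts in unexposed worms, was not tested. Of the 15 down-regulated L4 genes in Table 1, 0 passed it, although all 15 decreased and all 15 passed the unadjusted p. Without unexposed replicate 2, exposed replicate 1 or exposed replicate 2, none of the L3 genes in that part of Table 1 passed the threshold.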

There was no overlap between the two stages in terms of the most down-regulated transcripts (Table 1). 

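Of the up-regulated genes in Table 1, 12 of 15 at L3 and 5 of 15 at L4 passed the threshold, and all increased. The median log2 fold change of the 15 largest significant increases at L3 was 2.48, and that of the 15 largest decreases was -2.96. At L4 the 6 significant increases had a median of 2.58. Among the genes called by the DESeq2 Wald test, the 15 largest increases had a median of 2.64 at L3 and 2.01 at L4, and the 15 largest decreases a median of -3.09 at L3 and -1.45 at L4. Across the 14112 genes tested at both stages, the SD of the log2 fold changes was 0.536 at L3 and 0.402 at L4. The difference between the stages was tested directly, as the log2 fold change at L3 minus that at L4, in a fit of all 12 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the same threshold for 1072 of 17196 genes, of which 963 had the lower value at L3 and 109 the higher. The latter number was 212 with the size factors of DESeq2, 270 with its Wald test, 37 without L3 unexposed replicate 2 and 318 without L3 unexposed replicate 3. Dropping the fold minimum raised the count to 1997, and testing against a fold of 2 lowered it to 209. It was 635 without L3 unexposed replicate 1, 698 without L3 unexposed replicate 2 and 702 without L4 exposed replicate 1. With the size factors of DESeq2 in place of TMM it was 1112, and the median log2 difference of all genes moved from 0.01 to 0.11.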

Worms exposed from L1 to L3 stage exhibited, in general, a more dynamic response range than worms exposed from L1 to L4 stage (as reflected by the L3’s higher fold change values in both the most up- or down-regulated transcripts), suggesting that the L3 stage, despite being exposed for a shorter time, is transcriptionally more active than the L4 stage. To what extend the interplay between exposure duration and developmental stage affects the transcriptional landscape still needs to be untangled.

**Table 1.** Differential gene expression of *C. elegans*.

A						
	**L3 stage**			**L4 stage**		
Rank	Gene	Fold change	*P*-value	Gene	Fold change	*P*-value
1	*mtl-1*	41.1 ± 2	0	*T08G5.1*	14.5 ± 5	6.4E-18
2	*T08G5.1*	37.4 ± 6	3.8E-11	*mtl-1*	7.8 ± 2	2.1E-21
3	*K04A8.20*	33.0 ± 42	1.3E-15	*lipl-4*	6.5 ± 7	3.01E-07
4	*cdr-1*	10.6 ± 0.1	1.2E-15	*C49G7.7*	4.7 ± 6	1.01E-05
5	*lipl-4*	8.7 ± 2	7.7E-27	*fipr-26*	4.6 ± 1	0.0007
6	*T20F10.9*	8.2 ± 2	0.006	*Y53F4B.8*	4.4 ± 0.7	1.02E-16
7	*pho-10*	7.2 ± 3	1.7E-13	*mtl-2*	4.3 ± 2	0.0006
8	*F56C3.9*	6.2 ± 0.2	2.6E-40	*cdr-1*	4.0 ± 1	2.5E-08
9	*F44E7.5*	5.6 ± 0.1	4.03E-10	*W03F9.4*	3.7 ± 1	0.03
10	*cyp-13A4*	3.9 ± 4	0.004	*C06B3.7*	3.7 ± 1	1.3E-15
11	*mtl-2*	3.6 ± 0.9	2.9E-20	*K09D9.1*	3.5 ± 1	2.4E-08
12	*hrg-2*	3.6 ± 2	0.0001	*C45B11.2*	3.4 ± 1	0.001
13	*C05G5.8*	4.9 ± 2	0.01	*F56C3.9*	3.2 ± 0.9	8.2E-11
14	*acs-2*	3.1 ± 2	1.02E-09	*irg-2*	3.2 ± 0.6	0.0001
15	*zipt-2.3*	2.9	3.7E-08	*F20B10.3*	3.0 ± 0.7	0.0004
**B**						
	**L3 stage**			**L4 stage**		
Rank	Gene	Fold change	*P*-value	Gene	Fold change	*P*-value
1	*F23F1.2*	−10.4 ± 0.04	2.3E-13	*F09C8.1*	−4.6 ± 0.2	0.04
2	*C06A1.8*	−9.0 ± 0.5	0.03	*ZK218.5*	-4.2 ± 0.3	0.004
3	*M01B2.8*	−8.5 ± 0.01	1.1E-06	*clec-47*	−4.0 ± 0.1	4.9E-08
4	*oac-30*	−8.4 ± 0.009	2.8E-13	*K06H6.2*	−3.4 ± 0.3	0.01
5	*Y52B11B.1*	−8.3 ± 0.07	3.9E-08	*math-45*	−3.2 ± 0.1	0.001
6	*Y73B6BL.37*	−8.4 ± 0.08	1.8E-05	*nspc-16*	−3.0 ± 0.7	0.04
7	*K02E11.10*	−7.8 ± 0.05	1.8E-15	*gmd-2*	−2.9 ± 0.3	0.03
8	*C27D9.2*	−7.7 ± 0.07	4.7E-11	*Y48E1B.8*	−2.6 ± 0.2	0.003
9	*clec-229*	−7.6 ± 0.05	6.5E-09	*T24C2.2*	−2.5 ± 0.2	0.02
10	*K01D12.9*	−7.6 ± 0.07	2.2E-13	*ugt-63*	−2.5 ± 0.2	0.002
11	*R12E2.15*	−7.5 ± 0.06	5.3E-13	*cest-1*	−2.4 ± 0.1	0.04
12	*wrt-8*	−7.2 ± 0.04	4.1E-11	*ccch-5*	−2.4 ± 0.1	0.008
13	*W02F12.8*	−7.1 ± 0.04	6.6E-20	*Y22D7AR.10*	−2.4 ± 0.1	2.9E-05
14	*F45B8.3*	−7.1 ± 0.09	3.0E-05	*F15E6.4*	−2.4 ± 0.1	0.005
15	*lfor-1*	−6.9 ± 0.2	0.004	*skr-15*	−2.3 ± 0.1	0.01
	*….*	….	….			
	*cest-1*	−3.7 ± 0.1	1.7E-10			
	*F09C8.1*	−2.3 ± 0.06	6.8E-08			

Nematodes were treated with 20 µM Cd from L1 to L3 stage (27 h) or from L1 to L4 stage (47 h). (**A**) The most highly expressed genes with a *P*-value of ≤ 0.05 are listed. Note: *mtl-1, mtl-2, cdr-1, lipl-4, F56C3.9*, and *T08G5.1* are common to both lists. (**B**) The most down-regulated gene with a *P*-value of ≤ 0.05 are listed. Note: only *F09C8.1* and *cest-1* were common to both stages. The transcripts common to both stages are underlined.

To provide a means of data validation, a subsection of the most overexpressed genes (*mtl-1, cdr-1, T08G5.1, K04A8.20, C49G7.7*, and *lipl-4*) were analysed by qPCR (Supplementary Fig. 1). The results confirmed the general trends that were identified by RNAseq, namely that *mtl-1* was highly induced (41.1-fold) in Cd exposed worms at the L3 stage but only 7.7-fold in L4 (compared with their unexposed counterparts). Likewise, the expression of *T08G5.1* increased 37.4 fold in worms exposed from L1 to L3 and 14.5-fold in worms exposed to L4 stage. 

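*mtl-1* (V, 6691371 to 6691863) increased at L3 from 5.79 ± 0.582 CPM in unexposed to 238 ± 22.1 CPM in Cd-exposed worms. This 40.9-fold increase corresponded to a log2 fold change of 5.36 (standard error 0.118, adjusted p = 4.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the fits that each left out one library gave between 5.29 and 5.44. The lowest exposed L3 library had 217 CPM and the highest unexposed one 6.35 CPM. At L4 *mtl-1* increased from 2.29 ± 0.989 to 18.3 ± 3.75 CPM, a 7.92-fold increase with a log2 fold change of 2.99 (standard error 0.303, adjusted p = 0.0230 from the same test). The call at L4 held without unexposed replicate 2 or exposed replicate 1 but not without any of the other libraries, where the adjusted p from the same test was between 0.0792 and 0.117 and the log2 fold change between 2.71 and 2.99.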

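*T08G5.1* had 15, 24 and 18 counts in unexposed and 948, 749 and 855 counts in Cd-exposed L3 worms, or 0.641 ± 0.0907 and 24.0 ± 0.421 CPM. Its increase was 37.3-fold, a log2 fold change of 5.22 (standard error 0.135, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 fits that each left out one library called it. In L4 worms it had 10, 13 and 7 counts without and 87, 163 and 208 counts with Cd, or 0.253 ± 0.0739 and 3.74 ± 1.06 CPM. This was a 14.7-fold increase, with a log2 fold change of 3.88 (standard error 0.327, adjusted p = 0.0138 from the same test). Its L4 call was kept without unexposed replicate 2 or exposed replicate 1. Without each of the other libraries the log2 fold change stayed between 3.68 and 3.81, and the adjusted p from the same test lay between 0.0518 and 0.111. The counts of *T08G5.1* and *mtl-2* are separate only as far as the counting kept apart reads of these neighbouring genes on opposite strands. The 37.3-fold increase of *T08G5.1* at L3, against 3.58-fold for *mtl-2*, argues against a fixed share of *mtl-2* reads as its source.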

The most down-regulated transcripts of the RNAseq and qPCR output were also well aligned (data not shown); however, *lipl-4* expression was below the detection limit of the qPCR. The independent validation of the RNAseq results, therefore, provided confidence in the reproducibility of the RNAseq output. To what extent homo- and hetero-mutants attenuate the biological response under Cd exposure is, at this point, not known and worthy of further investigations. Taken together, the findings confirmed that the magnitude of gene induction (i.e. fold-change) was markedly higher at the L3 compared with the L4 stage (with the exception of *mtl-2*) and provides further support that the L3 stage is transcriptionally more responsive to Cd than the L4 stage, at least for the majority of genes investigated.

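The difference between the log2 fold changes at L3 and L4 was 2.39 for *mtl-1* (standard error 0.332, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold in all 12 fits that each left out one library. For *cdr-1* it was 1.38 (standard error 0.340, adjusted p = 0.0225 from the same test), past it in 9 of 12 such fits. The exceptions were the fits without L3 unexposed replicate 2, L3 exposed replicate 2 or L4 unexposed replicate 3, with adjusted p-values of 0.0569, 0.0518 and 0.0513. For *T08G5.1* it was 1.36 (standard error 0.397, adjusted p = 0.0445 from the same test), past it in 2 of 12 such fits, those without L4 exposed replicate 1 or 3, with differences from 1.09 to 1.54 over the 12 fits. *F56C3.9* had a difference of 0.94 (standard error 0.259, adjusted p = 0.0366 from the same test), below the fold minimum. It passed with the DESeq2 Wald test (1.05), with the size factors of DESeq2 (1.04), with a mean of at least 50 counts (1.01) and in 3 of the 12 fits, those without L3 unexposed replicate 1, L4 unexposed replicate 2 or L3 exposed replicate 2, with adjusted p-values from 0.00251 to 0.0904 over all alternatives. *lipl-4* had a difference of 0.47 (standard error 0.523, adjusted p = 0.585 from the same test). *mtl-2* had a difference of -0.28 (standard error 0.412, adjusted p = 0.692 from the same test), within its error and 0.03 without L4 unexposed replicate 3. The differences of *F09C8.1* and *cest-1* were 0.97 (adjusted p = 0.365 from the same test) and -0.60 (adjusted p = 0.461). Without L4 unexposed replicate 2 that of *F09C8.1* was -0.06. From the higher induction of most of these genes at L3, with *mtl-2* as the exception, the paper reasons that there is further support for a stronger response to Cd at L3 than at L4, at least for most of the genes it investigated.

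**Figure D1:**
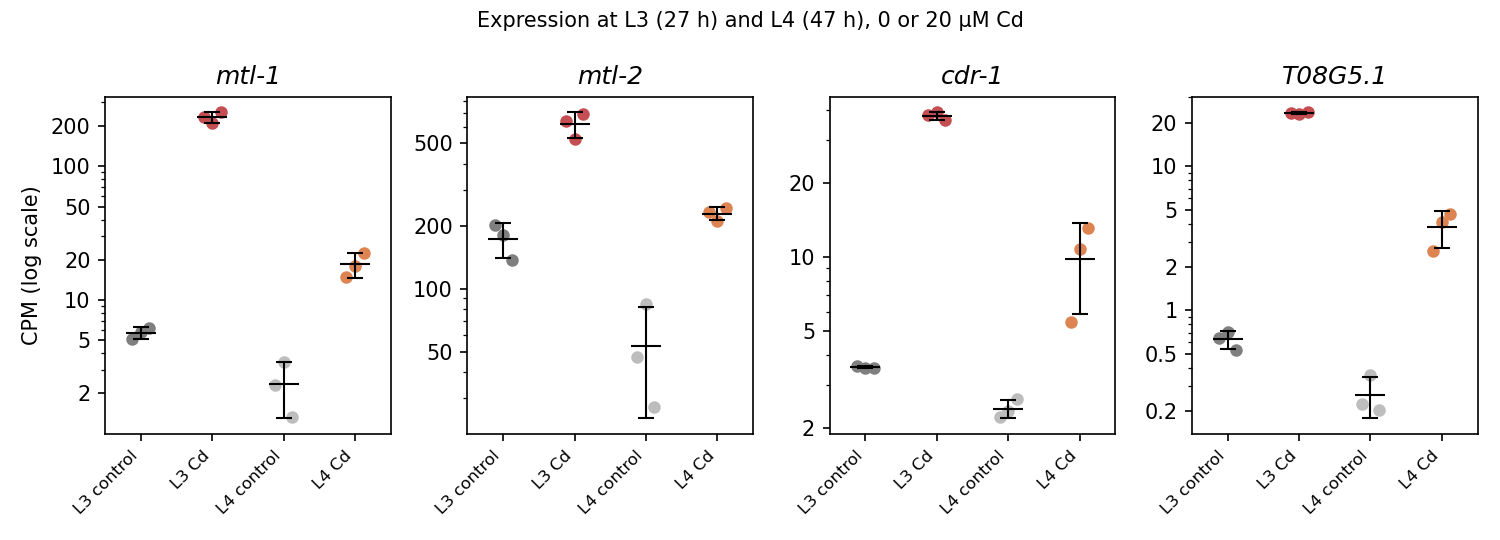
Expression of *mtl-1*, *mtl-2*, *cdr-1* and *T08G5.1* in CPM (log axis), normalized over all 12 libraries, in unexposed and Cd-exposed L3 and L4 worms. Points are the 3 replicates of each group and bars the mean ± SD. In each panel and at each stage every exposed library lies above every unexposed one.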

The observation that *mtl-1, mtl-2*, and *cdr-1* genes are induced by Cd is not new and has been reported by others.^19,40^ This independent validation of the RNAseq results, therefore, provides confidence in the reproducibility of the RNAseq output and supported previous findings.^19,41^ However, it should be noted that the respective experimental designs differed. 

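Sets of genes were tested with camera in edgeR with its preset correlation between genes of 0.01, over 14 lists at both stages, and the 28 p-values were adjusted together (Benjamini-Hochberg). Of these, 18 passed an adjusted p of 0.05. The number moved most when the correlation was estimated from the data, to 1 (the metal list at L3), and was 7 with the test fry of limma. At L3, fry passed for the *ptr*, *wrt*, *grl*, moulting and metal lists, and at L4 for the *hsp* and metal lists. The metal list holds 17 metal-handling genes written from general knowledge before the data were examined, of which 14 were tested, *mtl-1*, *mtl-2* and *cdr-1* included. Since the study names 4 of them from these same libraries, the result is not independent evidence. Their median log2 fold change was 0.35 at L3 (camera, adjusted p = 1.1e-26) and 0.21 at L4 (camera, adjusted p = 2.7e-06), and 12 of 14 genes increased at L3. Adjusted over the list alone, 4 genes were up-regulated at L3 and 3 at L4, against 4 and 1 when adjusted over all genes. Between the stages the median difference was 0.04 (camera, adjusted p = 0.0277), and passed in 10 of the 12 fits that each left out one library.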

Namely, Cui and colleagues^19^ dosed worms via liquid cultures, used mixed-stage populations and significantly higher concentrations of Cd (100 µM), while Dölling^41^ utilized adult stage, low concentrations of Cd (0.1 and 10 µM) and a different source of bacteria (*HT115*). Therefore, these variations may limit the value of direct comparison.

### Functional enrichment analysis of the cadmium exposome

The exposure to Cd revealed changes in the global gene expression pattern. The presence of functional enrichment was explored by means of the Worm Enricher database (Tables 2 and 3) and Cytoscape (Supplementary Figs. 2 and 3).^42,43^ This analysis offered an overview of the pathways that are impacted by the treatment, which separated into two broad groups.

**Table 2.** Functional enrichment analysis of significant differentially expressed genes in *C. elegans*.

A	
GO term (biological process)	*P*-value
Response to cadmium ion (GO:0046686)	0.00008
Response to metal ion (GO:0010038)	0.007
Proteolysis (GO:0006508)	0.02
Cellular iron ion homeostasis (GO:0006879)	0.02
Positive regulation of autophagy (GO:0010508)	0.02
Acylglycerol catabolic process (GO:0046464)	0.02
Ammonium transmembrane transport (GO:0072488)	0.03
**GO term (molecular function)**	***P*-value**
Lipase activity (GO:0016298)	0.006
Hydrolase activity (GO:0016811)	0.01
Copper ion binding (GO:0005507)	0.03
Ferrous iron binding (GO:0008198)	0.03
Transition metal ion binding (GO:0046914)	0.03
Ammonium transmembrane transporter activity (GO:0008519)	0.04
Dipeptidyl-peptidase activity (GO:0008239)	0.05
**B**	
**GO term (biological process)**	***P*-value**
Collagen and cuticulin-based cuticle development (GO:0040002)	1.12 E-08
Cuticle development involved in moulting cycle (GO:0042338)	1.4 E-08
Protein auto-processing (GO:0016540)	0.02
Metabolic process (GO:0006505)	0.006
Membrane lipid metabolic process (GO:0006643)	0.02
Pyrimidine nucleobase metabolic process (GO:0006206)	0.02
Sphingolipid catabolic process (GO:0030149)	0.03
Extracellular matrix organization (GO:0030198)	0.005
Biosynthetic process (GO:0006506)	0.009
Phosphatidylinositol biosynthetic process (GO:0006661)	0.01
Glycolipid biosynthetic process (GO:0009247)	0.01
**GO term (molecular function)**	***P*-value**
Metallo-carboxypeptidase activity (GO:0004181)	0.000006
Carboxypeptidase activity (GO:0004180)	0.0002
Metallo-exopeptidase activity (GO:0008235)	0.0003
Carbon-nitrogen ligase activity (GO:0016884)	0.02
Sugar transmembrane transporter activity (GO:0051119)	0.02
Phspholipase activity (GO:0004620)	0.03

In total, 91 genes were significantly up-regulated (**A**) and 684 significantly down-regulated (**B**) in *C. elegans* exposed to 20 µM Cd from L1 to L3 stage (cut-off of ≥ 2 & ≤ −2 fold change and a *P*-value ≤ 0.05). The analysis was conducted with WormEnrichr. No significantly changing cellular component GO terms were identified. The respective GO terms and the *P*-values are indicated.

**Table 3.** Functional enrichment analysis of significant differentially expressed genes in *C. elegans*.

A	
GO term (biological process)	*P*-value
Response to cadmium ion (GO:0046686)	0.0003
Response to metal ion (GO:0010038)	0.01
Asparagine metabolic process (GO:0006528)	0.03
Positive regulation of autophagy (GO:0010508)	0.04
Acylglycerol catabolic process (GO:0046464)	0.04
Amino-acid betaine metabolic process (GO:0006577)	0.04
Aspartate family amino acid biosynthetic process (GO:0009067)	0.05
**GO term (molecular function)**	***P*-value**
Copper ion binding (GO:0005507)	0.04
Carnitine O-palmitoyltransferase activity (GO:0004095)	0.05
O-palmitoyltransferase activity (GO:0016416)	0.05
Carbon-nitrogen ligase activity, with glutamine as amido-N-donor (GO:0016884)	0.05
**B**	
**GO term (biological process)**	***P*-value**
Nucleotide-sugar metabolic process (GO:0009225)	0.01
Dosage compensation by hypoactivation of the X chromosome (GO:0042464)	0.02
Establishment or maintenance of apical/basal cell polarity (GO:0035088)	0.02
Nucleotide-sugar biosynthetic process (GO:0009226)	0.02
Dosage compensation (GO:0007549)	0.02
Response to gamma radiation (GO:0010332)	0.02
Maintenance of epithelial cell apical/basal polarity (GO:0045197)	0.02
3ʹ-UTR-mediated mRNA destabilization (GO:0061158)	0.03
mRNA destabilization (GO:0061157)	0.03
Phospholipid metabolic process (GO:0006644)	0.04
Response to ionizing radiation (GO:0010212)	0.05
**GO term (molecular function)**	***P*-value**
Phospholipase activity (GO:0004620)	0.03
Hydro-lyase activity (GO:0016836)	0.04
Lipase activity (GO:0016298)	0.04

In total, 141 genes were significantly up-regulated (**A**) and 38 significantly down-regulated (**B**) in *C. elegans* exposed to 20 µM Cd from L1 to L4 stage (cut-off of ≥ 2 & ≤ −2 fold change and a *P*-value ≤ 0.05). The analysis was conducted with WormEnrichr. No significantly changing cellular component GO terms were identified. The respective GO terms and the *P*-values are indicated.

Firstly, pathways that affected both L3 and L4 staged worms entailed overrepresented genes linked to stress response, defence mechanisms, lipid metabolism, and protein homeostasis. 

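The collagen list held 114 tested *col* genes at L3, of which 86 decreased in Cd-exposed worms, with a median log2 fold change of -0.59 (camera, adjusted p = 2.1e-15). A total of 46 of them were down-regulated when adjusted over the list alone, and 36 when adjusted over all genes. The study chose this family on these samples, so neither these numbers nor the list test at L3 are independent evidence. Reads shared between the *col* paralogs limit what can be said about single members. At L4 the median of 130 *col* genes was 0.59 (camera, adjusted p = 4.0e-05). None of these was up-regulated after adjustment, over the list alone or over all genes, and 9 passed the unadjusted p. The direction was the same with the size factors of DESeq2 and with library totals. Leaving out each library in turn gave medians from -0.62 to -0.45 at L3 and from 0.37 to 0.75 at L4, the lowest of these without L4 exposed replicate 1. Taken as L3 minus L4, the median was -1.10 (camera, adjusted p = 2.3e-13). These camera values rest on the preset correlation. For *col*, fry gave an adjusted p of 0.0520 at L3 and 0.226 at L4, and camera with the estimated correlation 0.222 and 0.449.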

The functional enrichment of the most down-regulated genes was primarily correlated with growth, affecting functions related to cuticle, collagen, protein, and lipid metabolism. These pathways have in the past been linked to the stress response,^44,45^ e.g. several authors reported the association between stress and defence mechanism and the mitogen-activated protein kinase (MAPK) acting as the mediator.^19,44,46,47^ Noteworthy is the observation that the response cascade was significantly more complex and impacting in worms sampled at the L3 stage compared with the L4 stage. This clearly highlights that, despite the shorter exposure time, L3-staged worms seem to be more dynamic in their response to the Cd exposure.

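*hsp-70* (I, 9320325 to 9322534) had 6.19 ± 1.22 CPM in unexposed and 6.55 ± 0.595 CPM in Cd-exposed L3 worms, a log2 fold change of 0.08 (standard error 0.168, adjusted p = 0.806 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At L4 it increased from 68.5 ± 17.9 to 152 ± 9.48 CPM, a log2 fold change of 1.15 (standard error 0.167, adjusted p = 0.0524 from the same test). *hsp-16.2* (V, 1804334 to 1804971) had a log2 fold change of 0.01 at L3 (standard error 0.186, adjusted p = 0.987 from the same test), with means of 9.64 and 9.69 CPM. At L4 it increased from 28.3 ± 10.1 to 62.4 ± 1.54 CPM, a log2 fold change of 1.14 (standard error 0.212, adjusted p = 0.0799 from the same test). Of the 6 fits at L4 that each left out one library, both genes passed the threshold only in that without unexposed replicate 1 (log2 fold changes of 1.35 and 1.44, adjusted p = 0.0210 and 0.0154 from the same test). Their adjusted p-values at L4 were 5.1e-07 and 5.4e-05 with the DESeq2 Wald test, the lowest over all alternatives, and at most 0.224 with any of them. For the list of 3 tested genes, *hsp-70* and the *hsp-16* genes, whose reads can be shared between paralogs, the median log2 fold change was 0.01 at L3 (camera, adjusted p = 0.966) and 1.14 at L4 (camera, adjusted p = 3.6e-06). The median at L3 ranged from -0.15 without exposed replicate 1 to 0.12 without exposed replicate 2. With fry the adjusted p at L4 was 0.0393, and with the estimated correlation in camera 0.205. All 3 were up-regulated at L4 when adjusted over the list alone. Neither this number nor the list tests at L4 are independent evidence, since the study named the kind from these samples. L3 minus L4, the median of the list was -1.12 (camera, adjusted p = 0.0028).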

Secondly, the differential expression of some transcripts was stage-specific; e.g. Heat shock protein (*hsp-70* and *hsp-16.2)* previously linked to Cd toxicity, were up-regulated at the L4 stage only.^48^ Findings were also reported by Dölling^41^ who described a similar result, suggesting that a more extended period of exposure might be required to trigger the induction of *hsp* genes. Likewise, numerous genes and pathways overrepresented in the exposed L3 stage were linked to oxidative stress, growth, and development. Only some of these differentially regulated transcripts are well characterized, making it challenging to associate them with specific functions and phenotypes; therefore, only a sub-section of genes can be highlighted. For instance, glutathione S-transferases (*gst-18* and *gst-19*), which are known to be involved in xenobiotic detoxification, were up-regulated at the L3 stage, along with other differentially expressed transcripts, including members of the collagen *(col)*, activated in blocked unfolded protein response *(abu)*, cuticlin-like *(cutl)*, and lipase-like *(lipl*) gene families. 

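*gst-18* (II, 13629799 to 13630887) had 8, 26 and 49 counts in unexposed and 78, 65 and 85 counts in Cd-exposed L3 worms, a log2 fold change of 1.25 (standard error 0.409, adjusted p = 0.110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gst-19* (II, 13625544 to 13627141) had 10, 19 and 28 counts in unexposed and 51, 42 and 58 counts in exposed L3 worms, a log2 fold change of 1.17 (standard error 0.285, adjusted p = 0.0548 from the same test). Without unexposed replicate 3 both passed the threshold, with log2 fold changes of 1.86 and 1.48 (adjusted p = 0.00625 and 0.0116 from the same test). With the DESeq2 Wald test their adjusted p-values at L3 were 0.0388 and 0.0189, within ranges over all alternatives from 0.00625 to 0.310 and from 0.0116 to 0.203. At L4 *gst-18* had at most 2 counts in a library and was not tested, and *gst-19* had a log2 fold change of -0.31 (standard error 0.390, adjusted p = 0.613 from the same test), or 0.06 without unexposed replicate 2. Over 40 tested *gst* genes the median log2 fold change was 0.06 at L3 (camera, adjusted p = 0.292), and at L4 it was 0.00 with TMM and -0.03 with the size factors of DESeq2 (camera, adjusted p = 0.589 and 0.548). No *gst* gene (0) passed at L3 when adjusted over the list alone, where 4 passed the unadjusted p, and 0 at L4, where 0 did. All 11 tested *abu* genes decreased at L3, with a median of -1.56 (camera, adjusted p = 1.4e-06). Of these, 3 were down-regulated when adjusted over the list alone, and 2 when adjusted over all genes. At L4 all 12 *abu* genes increased, with a median of 1.06 (camera, adjusted p = 7.8e-10), and 10 were up-regulated when adjusted over the list alone, against 0 over all genes. The *cutl* genes, 26 at L3 and 25 at L4, had medians of -0.25 (camera, adjusted p = 0.127) and 0.49 (camera, adjusted p = 0.00026). Adjusted over the list alone, 3 were down-regulated and 1 up-regulated at L3. At L4 none was, and 1 passed the unadjusted p. The 7 *lipl* genes had medians of -0.36 (camera, adjusted p = 0.591) at L3 and -0.31 (camera, adjusted p = 0.966) at L4, with 1 gene up-regulated when adjusted over the list alone at each stage. At L4 their median was -0.04 in the fit that brought it closest to 0. These lists, too, were chosen by the study on these samples, so their tests at L3 are not independent evidence. For *abu*, fry gave an adjusted p of 0.115 at L3 and 0.101 at L4, and camera with the estimated correlation 0.320 and 0.265. For *cutl* at L4 the values were 0.166 with fry and 0.449 with the estimated correlation. The difference between the stages had a median of -2.44 for *abu* and -0.78 for *cutl* (camera, adjusted p = 2.0e-09 and 0.00028), and of 0.08 for *gst* and 0.09 for *lipl* (0.328 and 0.640), the latter -0.05 without L4 unexposed replicate 2.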

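The patched-related list held 23 *ptr* genes at L3, with a median log2 fold change of -0.43 (camera, adjusted p = 3.7e-10) and 9 down-regulated genes, both adjusted over the list alone and over all genes. For the 9 tested *wrt* genes the median was -0.75 (camera, adjusted p = 1.0e-05), with 4 down-regulated genes by either adjustment. The 18 *grl* genes had a median of -1.04 (camera, adjusted p = 2.8e-08), and the 16 *grd* genes a median of -1.05 (camera, adjusted p = 7.8e-10). Of these, 9 *grl* and 8 *grd* genes were down-regulated when adjusted over the list alone, and 7 and 6 when adjusted over all genes. Because the families were chosen on these samples, neither the numbers within each list nor the list tests at L3 are independent evidence. The medians stayed negative with the size factors of DESeq2, with library totals and without any one library. That of *wrt* was -1.13 in one of the latter fits. *wrt-8* (V, 15342056 to 15344572) had a log2 fold change of -2.84 at L3 (standard error 0.423, adjusted p = 0.0141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of the 6 fits that each left out one library it passed in those without unexposed replicate 3 or exposed replicate 3. At L4 the medians were positive, with 0.50 for *ptr* (camera, adjusted p = 4.0e-05), 0.58 for *wrt* (camera, adjusted p = 0.0535), 0.70 for *grl* (camera, adjusted p = 0.00013) and 0.81 for *grd* (camera, adjusted p = 0.157). The *wrt* list passed 0.05 at L4 with the size factors of DESeq2 (camera, adjusted p = 0.0357). Adjusted over the list alone, 3 *grd* genes were up-regulated at L4 and none of the others, where 2 *ptr*, 0 *wrt* and 5 *grl* genes passed the unadjusted p. L3 minus L4, the medians were -1.04 for *ptr*, -0.94 for *wrt*, -2.01 for *grl* and -2.01 for *grd* (camera, adjusted p at most 0.00016). These camera values rest on the preset correlation. With fry, the *ptr*, *wrt* and *grl* lists passed an adjusted p of 0.05 at L3, and none of these families did at L4. With the estimated correlation none passed at either stage.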

While other multigene families were downregulated, including the patched-related (*ptr*) family and hedgehog-related (*hhr*) genes, the latter include members of the warthog *(wrt)*, ground-like *(grl*), and groundhog *(grd)* genes. The *HHR* family is well known for their essential role in cuticle component secretion, mainly in hypodermal development,^49–51^ in addition to their cysteine (Cys) richness, which might suggest their involvement in promoting resistance to toxicants. Furthermore, the *nas* (astacin) family, which function as metalloendopeptidases,^52,53^ were also found to be down-regulated at the L3 stage. 

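The 27 tested *nas* genes had a median log2 fold change of -0.77 at L3 (camera, adjusted p = 3.9e-07), and 19 of them decreased. Adjusted over the list alone, 13 were down-regulated, and 10 when adjusted over all genes, with the family chosen by the study on these samples. At L4 the median of 29 *nas* genes was 0.74 (camera, adjusted p = 3.4e-06), and none was up-regulated by either adjustment, with 7 past the unadjusted p. L3 minus L4, the median was -1.09 (camera, adjusted p = 1.0e-08). For *nas*, fry gave an adjusted p of 0.0547 at L3 and 0.103 at L4, and camera with the estimated correlation 0.222 and 0.296. A list of genes used in the moulting cycle, written from general knowledge before the data were examined, had 157 tested genes at each stage. At L3, 119 of these belong to the *cutl*, *ptr*, *wrt*, *grl*, *grd* and *nas* families, so it is not independent of them. Its median was -0.51 at L3 (camera, adjusted p = 1.5e-15) and 0.64 at L4 (camera, adjusted p = 4.1e-12), with the preset correlation. With fry the adjusted p was 0.0275 at L3 and 0.165 at L4, and with the estimated correlation in camera 0.205 and 0.415. At L3, 56 genes were down-regulated and 2 up-regulated when adjusted over the list alone, and 49 down-regulated when adjusted over all genes. At L4 none passed by either adjustment, with 20 past the unadjusted p, and the median was 0.37 in the lowest fit without one library. Relative to the mean of their stage, the 167 genes of the list tested over all libraries lay between 0.128 and 0.363 (median log2 deviation) in unexposed L3 libraries and between -0.276 and -0.214 in exposed ones. At L4 the unexposed libraries lay at -0.0223, -0.683 and -0.121 and the exposed ones at 0.712, 0.0687 and 0.113, so that unexposed replicate 2 and exposed replicate 1 were farthest apart.

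**Figure D2:**
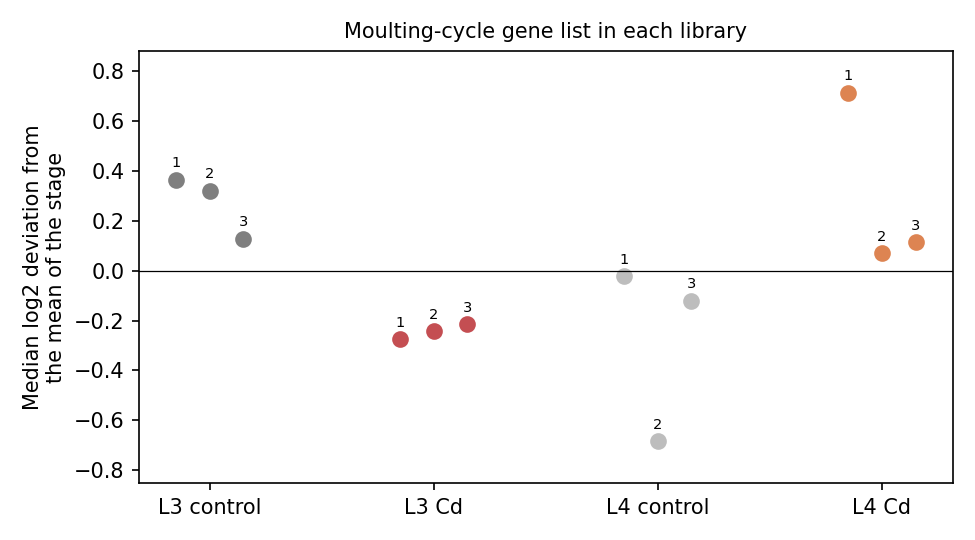
Median log2 deviation of the moulting-cycle list from the mean of its stage (vertical axis, log2 units) in each of the 12 libraries, grouped by stage and exposure. Each point is 1 library, labelled with its replicate number. At L3 every exposed library lies below every unexposed one, and at L4 every exposed library lies above every unexposed one.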

The down-regulation of these genes might explain the elevation of *mtl-1* expression in L3 as they might play a role in the detoxification of Cd. This is supported by the observation that the expression of *mtl-1* diminished at the L4 stage (i.e. following an extended exposure period), which might suggest a level of adaptation or the action of other genes involved in Cd detoxification that are activated at the L4 stage but not the L3 stage. 

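Normalized over all 12 libraries, *mtl-1* had 233 ± 22.4 CPM in Cd-exposed L3 worms and 18.5 ± 3.88 CPM in Cd-exposed L4 worms. In unexposed worms it had 5.68 ± 0.557 CPM at L3 and 2.37 ± 1.07 CPM at L4, a log2 fold change between the stages of -1.20 (standard error 0.308, adjusted p = 0.00669 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stage and length of exposure changed together in this design, so these values do not separate them.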

A potential other reason for the observed variation in *mtl-1* expression is the difference in body size of L3 and L4 larvae. It is well established that the metabolic rate of smaller organisms is higher than in their larger counterparts, and thus it is conceivable that the uptake of Cd varied in L3 and L4 stages due to differences in metabolic rates. This notion is supported by the observation regarding stage-specific sensitivities in the reproductive performance of Cd-exposed *C.elegans* and some aquatic organisms (e.g. Zn toxicity and effects on size in *Daphnia* sp.).^27,54^

To discern stage-specific differences (in the absence of Cd toxicosis), we identified genes that were significantly expressed in unexposed L3 vs. L4. This identified ∼9000 differentially expressed genes, and functional enrichment analysis of the top 200 up-down-regulated genes were probed further in terms of biological process GO ontology identifiers. 

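Between unexposed L4 and L3 worms, 9305 of 16487 genes were differentially expressed, 4701 higher and 4604 lower at L4. With the adjusted p alone and no fold minimum, the alternative that moved this count most, there were 13411. Leaving out each library in turn gave from 9185 to 9559. With library totals in place of TMM there were 9397 genes, and the median log2 fold change of all genes was -0.20 instead of -0.07. The balance of directions moved with the scaling. With library totals 4337 genes were higher and 5060 lower at L4. The numbers were 5099 and 4133 with the size factors of DESeq2, and 5455 and 4336 with its Wald test. All of the genes from Supplementary Table 1 that could be tested passed the threshold. *msp-65* (IV, 5316487 to 5316944), with 0 counts in every unexposed L3 library, was at least 776-fold higher at L4. *col-41* (X, 15175035 to 15176481) fell from 1313 ± 461 to 14.7 ± 4.79 CPM, a log2 fold change of -6.48 (standard error 0.390, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *tba-8* (X, 9455485 to 9458348) had a log2 fold change of -7.83 (standard error 0.568, adjusted p = 5.3e-06 from the same test). *C06A1.9*, with 72, 1 and 2 counts at L3, was not tested. Reads shared among the *msp* and *col* paralogs limit the values of single members.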

Overall, these genes were attributed to larva development in both stages and associated with anatomic features, e.g. IL sheath cell (WBbt:0008412) development in L3, whilst in L4 these genes are mostly linked to reproductive system growth e.g. spermatheca (WBbt:0005319) formation (Supplementary Tables 1 and 2). These transcripts are therefore linked to differences in stage/development and are likely independent of the identified responses upon a Cd challenge.

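Across 17196 genes, the log2 fold change with Cd at L3 had a Spearman correlation of 0.194 with that between the unexposed stages, averaged over the 3 ways of using separate unexposed libraries for both effects (0.174, 0.177 and 0.232). For groups without a difference, 20 simulations, in which genes vary independently of each other, gave at most 0.0191. With Cd at L4 the correlation was -0.329 (-0.282, -0.369 and -0.337), with simulated values between -0.00286 and 0.0152. Genes are not independent replicates, so no p is given. The log2 fold changes with Cd at L3 and at L4, which share no libraries, had a Spearman correlation of -0.218 across the same genes (Pearson -0.260).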

### *T08G5.1* expression

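*T08G5.1* (V, 14018766 to 14020332 in the deposited files) had the largest significant log2 fold change with Cd at L4 and the second largest at L3, after *mtl-1*, with edgeR's quasi-likelihood test as with the DESeq2 Wald test. In a fit of all 12 libraries it ranked 2 at L4, after *linc-80*. In the reference annotation of WBcel235, *T08G5.1* lies on the forward strand with 5 exons, and *mtl-2* on the reverse strand with 2 exons. The genes are separated by 92 bp (14018674 to 14018765), and their start codons by 580 bp (14018620 to 14019199), which include the 434 bp of the 5′ untranslated region of *T08G5.1* and the 54 bp of that of *mtl-2*. *mtl-1* lies on the reverse strand 7326406 bp before *mtl-2*. The annotated proteins have 241 amino acids for *T08G5.1*, 75 for *mtl-1* and 63 for *mtl-2*.

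**Figure D3:**
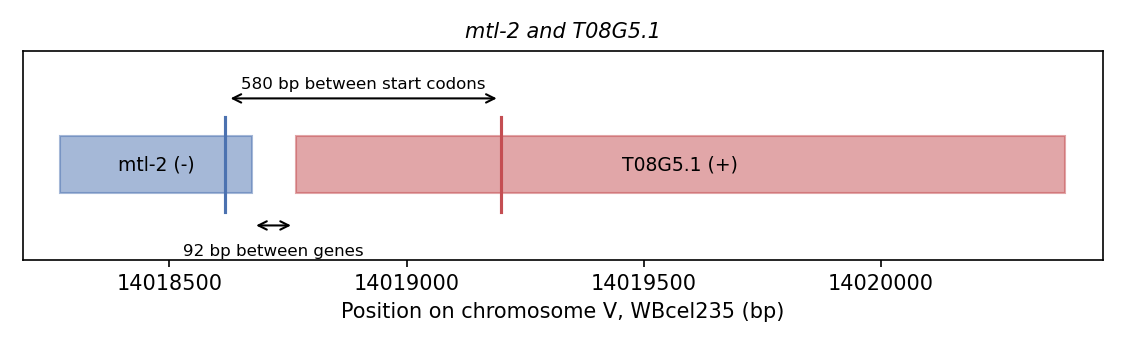
Map of *mtl-2* and *T08G5.1* on chromosome V of WBcel235 (horizontal axis, position in bp). Boxes span the annotated genes, with the strand in brackets, vertical lines mark the start codons, and arrows mark the 92 bp between the genes and the 580 bp between the start codons.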

The RNAseq experiment revealed that the highest expressed transcript at the L4 stage and the second highest at the L3 stage was *T08G5.1*, a gene located immediately upstream of *mtl-2*. This indicates that the hitherto uncharacterized *T08G5.1* might be involved in the process driving the response to detoxify Cd.

*T08G5.1* is expressed in the gut cells in the posterior region, as well as in the neuronal cells of the head region (Fig. 2-B-E), most likely CEP/ADE neurons.^55–57^ The expression of *T08G5.1* is strongly induced in L3 worms (exposed to Cd for 27 h), in a dose-responsive manner (Supplementary Fig. 4). Despite *T08G5.1* and *mtl-2* sharing the same promoter and *mtl-1* positioned some 7Mb upstream on chromosome V (Fig. 2-A), it is surprising to note that the expression dynamics of *T08G5.1* resemble *mtl-1* more than *mtl-2* (Fig. 3-A). The qPCR validated the key outcome from the RNAseq in this study and others^19^ confirming that the expression of *T08G5.1* is highly induced following the exposure to Cd. However, Cd is not the sole driver of *T08G5.1* expression as other xenobiotics seem to induce its expression as well (albeit at lower levels), including perchlorate^58^ and benzo[*a*]pyrene,^59^ which induced *T08G5.1* 1.3 and 1.9 fold, respectively. T08G5.1 is an uncharacterized protein made up of 29 Arg (12%) and 22 Pro (9.1%) residues. It is larger than MTLs (T08G5.1: 241aa vs MTL-1: 75aa and MTL-2: 63aa) and contains only few Cys residues (T08G5.1: 3 Cys vs MTL-1: 19 Cys and MTL-2: 18 Cys) (Supplementary Table 3).^15^

**Fig. 2.**
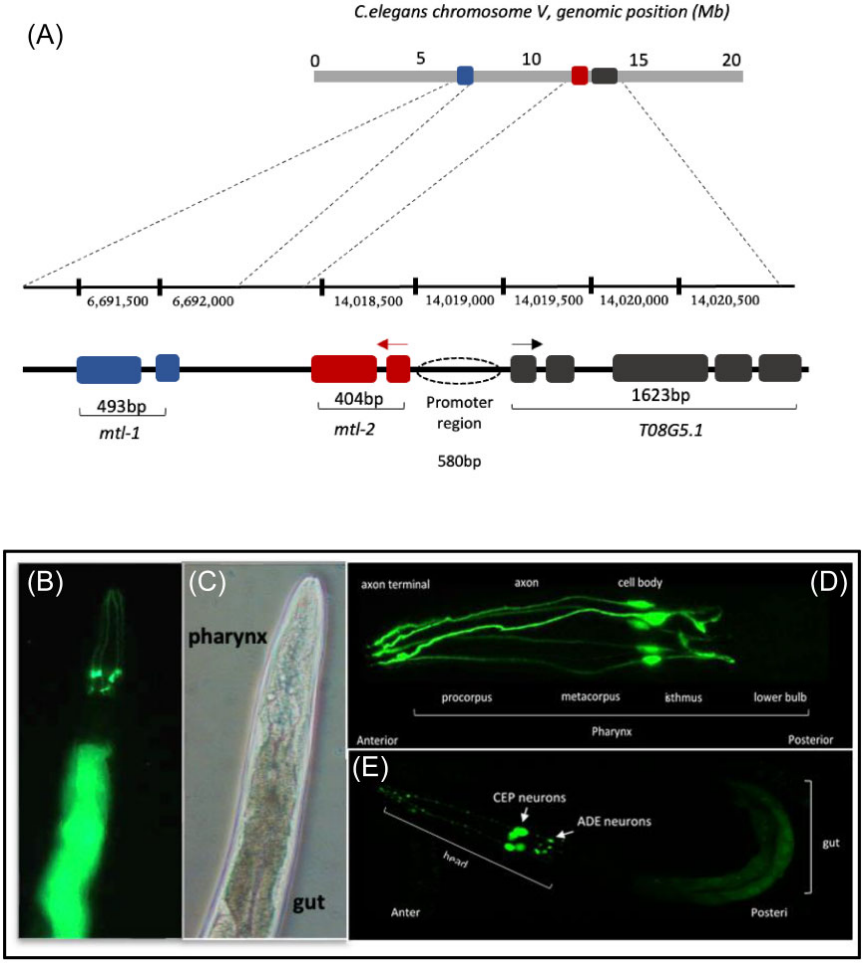
*T08G5.1* genomic location and expression localization in *C.elegans*. A schematic representation of *C. elegans* chromosome V displaying the location of the *mtl-1, mtl-2*, and *T08G5.1*. Note, *T08G5.1* is upstream of *mtl-2* with a shared promoter whereas *mtl-1* is located some 7 000,000 bp downstream (adapted from https://wormbase.org/) (**A**). The *T08G5.1* promoter was tagged, in frame, to GFP and the construct was microinjected into the gonads of worms to generate an extrachromosomal array. The worms were exposed to 20 µM Cd to determine the location of the gene expression, namely the gut and the neurosensory cells surrounding the pharynx. The images were taken with a 20 × objective to visualize the expression across larger sections of the body area of L4 stage (**B** and **C**). The neurosensory cells, which we predict to be CEP/ADE neurons at the lower part of the pharynx, were inspected in adult worms using a 60 × objective (**D**). The GFP signal of a developmentally arrested transgenic L1 worm following the exposure to 20 µM Cd was captured using a 60 × objective (**E**). Images were taken either by a Nikon inverted fluorescence microscope with blue laser scanning fluorescence (*λ*ex = 450–490 nm) to excite the GFP (**B** and **C**) or with an A1R confocal Nikon microscope (**D** and **E**).

**Fig. 3.**
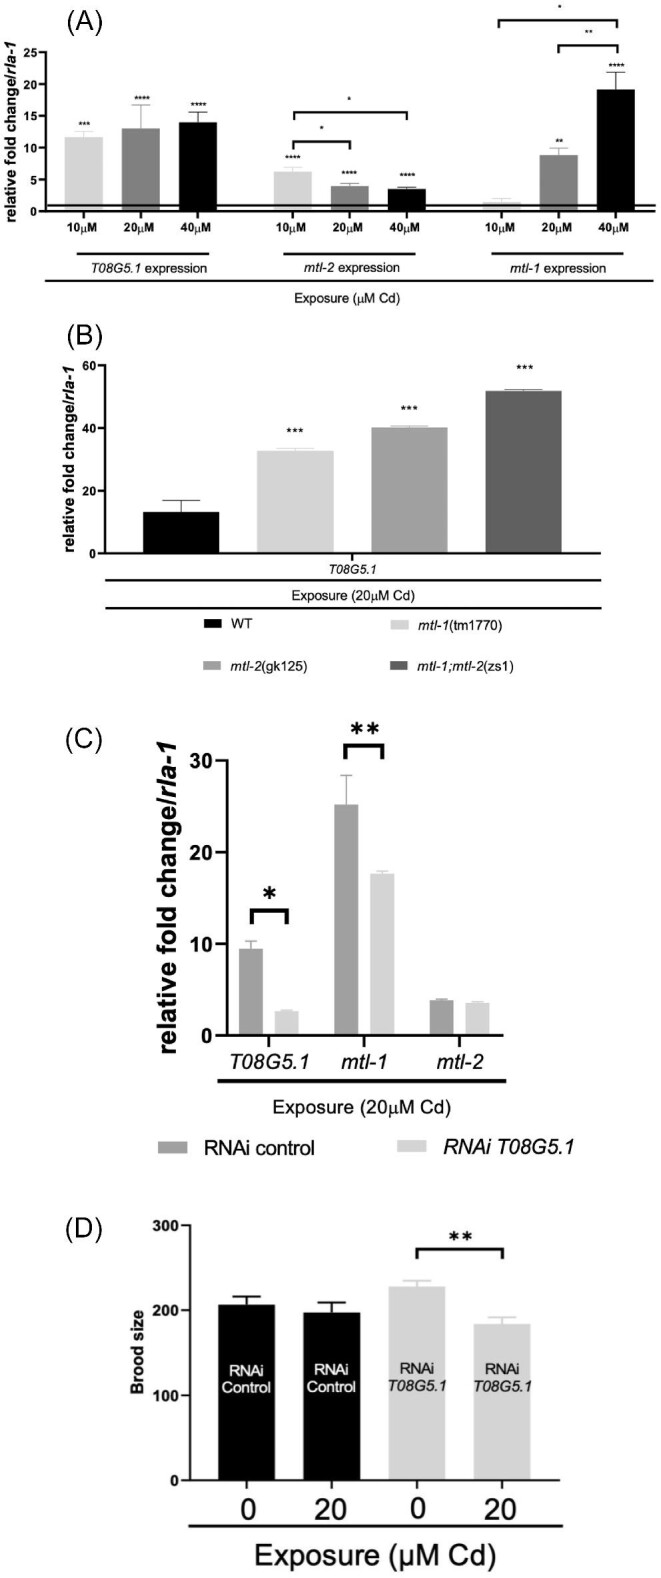
The expression fold change of *T08G5.1, mtl-1*, and *mtl-2* in WT *C. elegans* exposed to 10 µM, 20 µM, and 40 µM Cd for 27 h (from synchronized L1 stage–L3 stage) compared with unexposed controls (black horizontal baseline) (**A**). The expression of *T08G5.1* in worms exposed to 20 µM Cd in WT, in *mtl-1*(tm1770) and *mtl-2*(gk125) single knockout strains and the *mtl-1; mtl-2*(zs1) metallothionein double knockout. The data were expressed as relative fold change compared with the respective unexposed strains (**B**). The expression of *T08G5.1* was knocked down in WT worms by means of RNAi, the expression of *T08G5.1, mtl-1*, and *mtl-2* were quantified by qPCR, then normalized against the housekeeping gene *rla-1*. Three biological replicates were used per condition, each analysed via three technical repeats (**C**). Changes in brood size upon RNAi-mediated knockdown of *T08G5.1* were evaluated in worms exposed to Cd for 47 h (**D**). Note RNAi requires *E.coli* HT115 (rather than OP50), thus baselines between WT and RNAi differ. A *T*-test was applied to identify significant differences between treated and untreated groups, a one-way ANOVA was utilized as well to show significance between exposed groups followed by Tukey's multiple comparisons (**A, B**, and **D**), and a two-way ANOVA was utilized to identify statistically significant differences between exposed groups followed by a Sidak's multiple comparison test (**C**). (*P ≤ 0.05, **P ≤ 0.01, and ****P ≤ 0.0001). Error bars denote ± SEM.

The observation that Cd exposure resulted in an elevated expression of *T08G5.1*, not dissimilar to the expression of *mtl-1*, plus the fact that it shares a common promoter with *mtl-2* suggests that these three genes might be functionally connected. *T08G5.1* expression was therefore explored in *mtl-1* and *mtl-2* single and double mutants, which revealed an increase in *T08G5.1* expression (32.6-fold in *mtl-1*(tm1770), 40.1-fold in *mtl-2*(gk125) and 51.8-fold in *mtl-1;mtl-2*(zs1)), possibly indicating that *T08G5.1* can compensate for the absence of MTLs (Fig. 3-B). In addition, the knockdown of *T08G5.1* by RNAi affected the expression of *mtl-1* to some extent (reducing the exposure mediated induction from 25 in WT to 17.6 fold upon RNAi of *T08G5.1*), indicating that *mtl-1* and *T08G5.1* might be involved in the same or similar stress responsive pathways (Fig. 3-C). Given that *T08G5.1* was up-regulated upon exposure to different toxicants and the circumstantial link to MTLs, suggests that *T08G5.1* may indeed act to protect the organism from the direct consequences of Cd toxicosis or a more indirect build-up of oxidative stress.^60,61^ To substantiate this notion, further work should be conducted on *T08G5.1* to dissect the difference and possible interplay between Cd metabolism/detoxification and the handling of oxidative stress.

We further examined the impact of T08G5.1 knockdown by RNAi on reproductive output (brood size). The analysis revealed that, in the presence of Cd exposure, the number of offspring produced was significantly reduced when T08G5.1 was knocked down. In contrast, under control conditions (in the absence of a Cd challenge), reproductive performance was statistically indistinguishable between unexposed and exposed RNAi (Fig. 3-D). It should be noted that a direct comparison between WT and RNAi control worms is challenging due to the differences in diet (standard *E.coli* OP50 vs the richer HT115, respectively). *T08G5.1* is expressed in CEP and ADE neuronal cells, which are categorised as dopaminergic neurons.^62^ Cd accumulation can reduce dopamine levels, which, in turn, can induce neurochemical disturbances in the organism.^63,64^ In *C. elegans*, dopamine controls the response to environmental stimuli, and has been used to investigate neurodegeneration and Parkinson's disease.^65–68^

To gain an understanding regarding the potential function of this gene, the shared promoter positioned between *mtl-2* and *T08G5.1* was bioinformatically scanned for putative transcription factor binding sites using JASPAR 2020 software.^69^ Despite the absence of distinct metal response elements (MREs), several putative candidates were identified, including CHE-1 and SMA-4 that were previously linked to the response to metal ions within neurons cells^16^ and thus should be investigated further (Supplementary Fig. 5).

## Conclusions

This study reveals that *C. elegans* raised in the presence of Cd are characterized by stage-specific transcriptional responses. The transcriptome of the L3 larva seemed to be more affected than L4 worms, as demonstrated by the difference in statistically significant changing transcripts and the magnitude of induction in the respective stages. This finding can be explained by two mutually non-exclusive hypotheses: (1) The induction of key detoxification mechanisms may reduce the toxic impact over time; namely, the worm adapts to the challenge; (2) Although most organs are fully developed at both stages, some fundamental differences prevail. For example, the L3 stage lacks a reproductive system that develops at the L4 stage. The presence or absence of reproductive organs might explain some of the differences observed in the stage-specific responses. The observed stage-specific differences highlight that any assay that assesses the impact of environmental toxicants via molecular genetic probes should not neglect stage-specific effects.

Evidently, Cd toxicity is not limited to the expression of *MTL*s; other (uncharacterized) genes are also involved. Based on the transcriptional analysis, *T08G5.1* is linked to the defence process against metal stress and/or possibly oxidative stress. The expression of *mtl-1* seems to be modulated by the absence of *T08G5.1*. The interdependence of *T08G5.1* and *mtl-2* is less pronounced despite them sharing the same promoter region on chromosome V (where *T08G5.1* is positioned on the antisense strand and *mtl-2* on the sense strand, which is positioned upstream of *T08G5.1*. with 580 bp of shared promoter sequence). Taken together, *T08G5.1* seems to be an interesting new player in the growing field of metallomics.

## Supplementary Material

mfae016_Supplemental_File

## Data Availability

The data underlying this article will be shared on reasonable request to the corresponding author.

# Supplementary material for: Stage-specific exposure of Caenorhabditis elegans to cadmium identifies unique transcriptomic response cascades and an uncharacterized cadmium responsive transcript
**Source:** Metallomics. 2024 Mar 28;16(5):mfae016. doi: 10.1093/mtomcs/mfae016
**Supplement:** mfae016_Supplemental_File

A

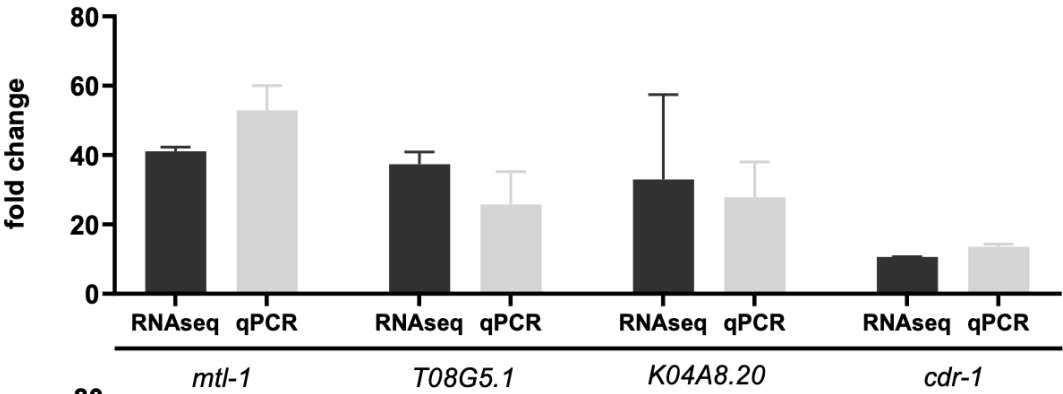

B

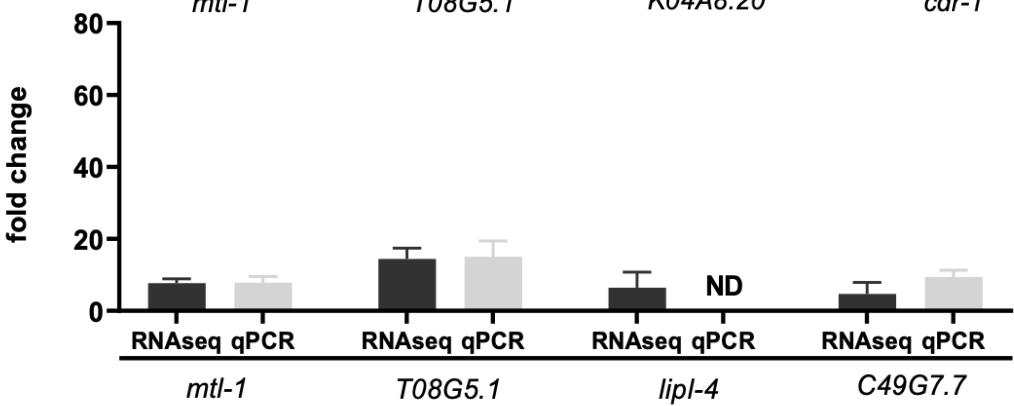

**Supplementary, figure 1:** Data validation of RNAseq results of differentially expressed transcripts. The highest expressed genes at L3 (A) and L4 (B) stage identified by RNAseq were chosen and re-analyzed by means of the qPCR. In total, 7 out of the 8 qPCR-based results aligned well with the RNAseq results, but one qPCR yielded undetectable results. The qPCR data represent the mean  $\pm$  SEM of 3 biological replicates. ND = not detectable.

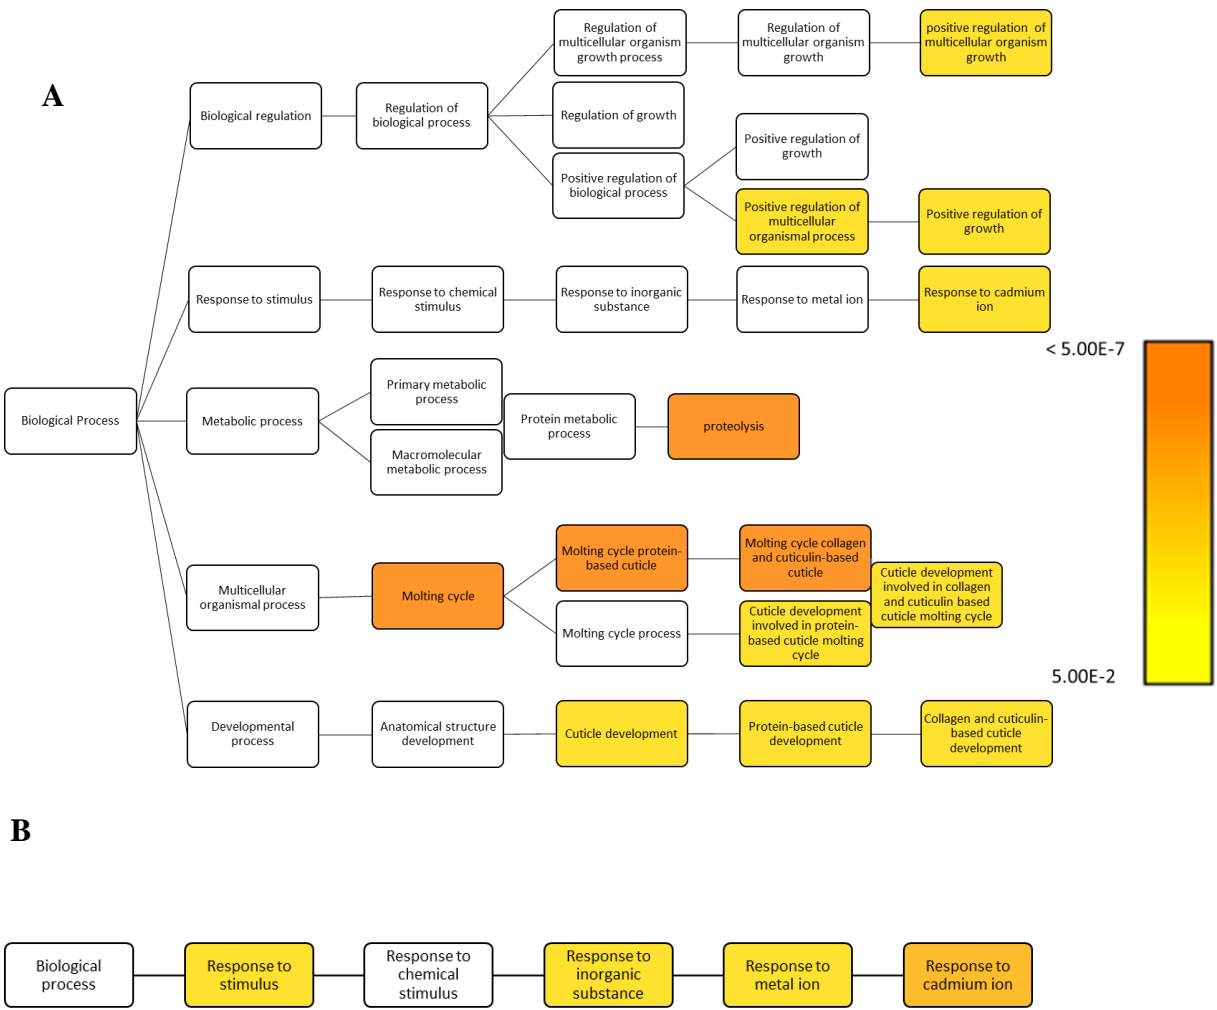

**Supplementary, figure 2:** Statistically significant overrepresented biological process GO Terms enriched in worms exposed to 20  $\mu$ M Cd from L1 to L3 (A) or from L1 to L4 (B) stage. The gene list generated was based on a cut-off of  $\geq 2$  &  $\leq -2$  fold change and a p-value  $\leq 0.05$ , resulting in 775 transcripts for L3 and 179 transcripts for L4. The legend bar indicates the statistically significant enriched functions. The analysis was conducted with Cytoscape using the BiNGO tool.

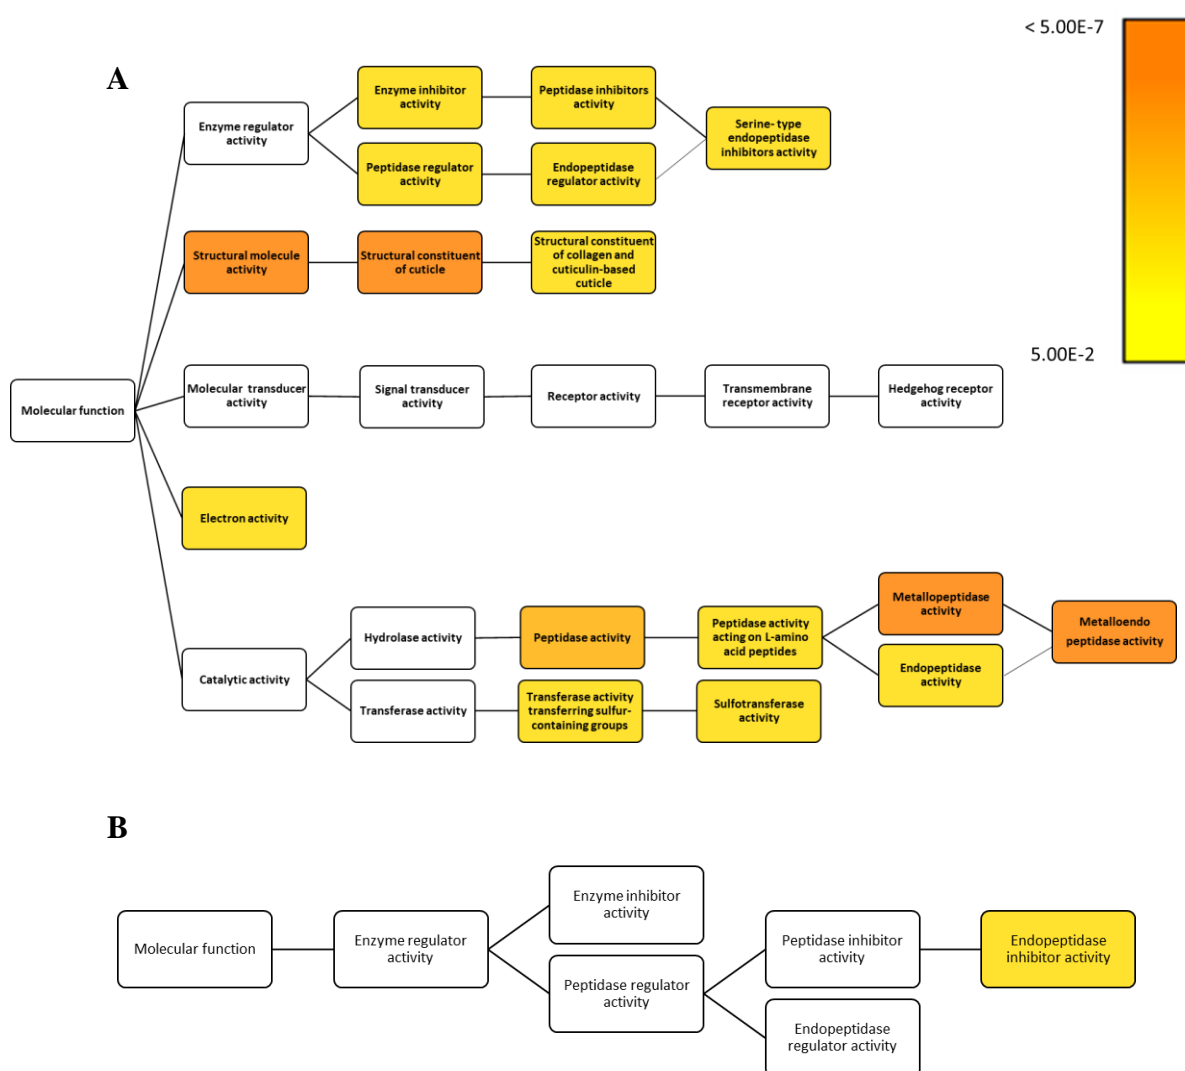

**Supplementary, figure 3:** Significantly overrepresented molecular function GO Terms enriched in worms exposed to 20  $\mu\text{M}$  Cd from L1 to L3 (A) or L1 to L4 (B) stage. The gene list generated was based on a cut-off of  $\geq 2$  &  $\leq -2$  fold change and a  $p\text{-value} \leq 0.05$ , resulting in 775 transcripts for L3 and 179 transcripts for L4. The legend bar indicates the statistically significant enriched functions. The analysis was conducted with Cytoscape using the BiNGO tool.

| L3 vs L4 (unexposed conditions) |                  |                  |           |
|---------------------------------|------------------|------------------|-----------|
| Upregulated genes               |                  |                  |           |
|                                 | Gene             | Log2 Fold Change | P-value   |
| 1                               | <i>msp-65</i>    | 14.21            | 5.6E-33   |
| 2                               | <i>Y57G11B.5</i> | 13.63            | 5.5E-30   |
| 3                               | <i>R04D3.3</i>   | 13.61            | 4.8E-30   |
| 4                               | <i>spch-3</i>    | 13.61            | 2.2E-30   |
| 5                               | <i>ZK813.1</i>   | 13.37            | 3.4E-29   |
| 6                               | <i>C33F10.1</i>  | 13.37            | 2.0E-29   |
| 7                               | <i>F58A6.9</i>   | 13.19            | 1.6E-28   |
| 8                               | <i>W04A4.2</i>   | 13.17            | 1.4E-28   |
| 9                               | <i>Y69E1A.1</i>  | 13.13            | 1.7E-28   |
| 10                              | <i>ZK938.1</i>   | 13.12            | 2.4E-28   |
| 11                              | <i>msp-57</i>    | 13.07            | 5.5E-37   |
| 12                              | <i>col-135</i>   | 12.92            | 4.3E-27   |
| 13                              | <i>C30G7.3</i>   | 12.92            | 1.6E-27   |
| 14                              | <i>msp-78</i>    | 12.90            | 1.4E-27   |
| 15                              | <i>D1086.7</i>   | 12.89            | 3.0E-27   |
| Downregulated genes             |                  |                  |           |
|                                 | Gene             | Log2 Fold Change | P-value   |
| 1                               | <i>Y17D7C.2</i>  | -8.49            | 1.25E-11  |
| 2                               | <i>F17B5.6</i>   | -8.20            | 3.41E-10  |
| 3                               | <i>tba-8</i>     | -7.75            | 3.61E-49  |
| 4                               | <i>C06A1.9</i>   | -7.59            | 0.01      |
| 5                               | <i>nhr-265</i>   | -7.42            | 2.55E-08  |
| 6                               | <i>C13A2.3</i>   | -7.07            | 9.03E-18  |
| 7                               | <i>C27A7.2</i>   | -6.77            | 6.61E-11  |
| 8                               | <i>F32H2.6</i>   | -6.62            | 2.98E-09  |
| 9                               | <i>ZK180.18</i>  | -6.55            | 7.64E-07  |
| 10                              | <i>col-54</i>    | -6.43            | 9.97E-92  |
| 11                              | <i>lips-6</i>    | -6.37            | 2.26E-27  |
| 12                              | <i>col-41</i>    | -6.35            | 2.84E-109 |
| 13                              | <i>gst-18</i>    | -6.33            | 5.01E-06  |
| 14                              | <i>ins-35</i>    | -6.30            | 1.07E-91  |
| 15                              | <i>C36B7.4</i>   | -6.27            | 1.38E-27  |

**Supplementary, table 1:** Differential gene expression of unexposed *C. elegans* stage L3 vs L4. Nematodes were cultured on NGM plates supplemented with OP50 from L1 to L3 stage (27 h) and from L1 to L4 stage (47 h) then processed for RNAseq analysis. The top 15 significant up/down regulated genes with a p-value of  $\leq 0.05$  are listed.

| A  | GO term (upregulated genes)                                                                  | P value |
|----|----------------------------------------------------------------------------------------------|---------|
| 1  | extracellular matrix organization (GO:0030198)                                               | 0.001   |
| 2  | protein phosphorylation (GO:0006468)                                                         | 0.02    |
| 3  | peptidyl-serine phosphorylation (GO:0018105)                                                 | 0.02    |
| 4  | peptidyl-serine modification (GO:0018209)                                                    | 0.02    |
| 5  | medium-chain fatty acid metabolic process (GO:0051791)                                       | 0.02    |
| 6  | G2/M transition of mitotic cell cycle (GO:0000086)                                           | 0.02    |
| 7  | medium-chain fatty acid catabolic process (GO:0051793)                                       | 0.02    |
| 8  | cell cycle G2/M phase transition (GO:0044839)                                                | 0.02    |
| 9  | organelle disassembly (GO:1903008)                                                           | 0.03    |
| 10 | ribonucleoprotein complex disassembly (GO:0032988)                                           | 0.03    |
| 11 | DNA replication (GO:0043137)                                                                 | 0.03    |
| 12 | positive regulation of meiosis I (GO:0060903)                                                | 0.04    |
| 13 | positive regulation of RNA polymerase II (GO:0045899)                                        | 0.04    |
| 14 | regulation of plasma membrane bounded cell projection assembly (GO:0120032)                  | 0.04    |
| 15 | positive regulation of meiotic cell cycle phase transition (GO:1901995)                      | 0.04    |
| 16 | positive regulation of transcription initiation from RNA polymerase II promoter (GO:0060261) | 0.04    |
| 17 | regulation of RNA polymerase II transcriptional preinitiation complex assembly (GO:0045898)  | 0.04    |
| 18 | DNA replication, Okazaki fragment processing (GO:0033567)                                    | 0.04    |
| 19 | RNA phosphodiester bond hydrolysis, endonucleolytic (GO:0090502)                             | 0.05    |
| 20 | phosphate ion transport (GO:0006817)                                                         | 0.05    |
| 21 | phosphate ion transmembrane transport (GO:0035435)                                           | 0.05    |
| 22 | mitotic cell cycle phase transition (GO:0044772)                                             | 0.05    |

| B  | GO term (downregulated genes)                                                      | P value |
|----|------------------------------------------------------------------------------------|---------|
| 1  | neuromuscular junction development (GO:0007528)                                    | 0.003   |
| 2  | cuticle development involved in collagen and molting cycle (GO:0042338)            | 0.005   |
| 3  | extracellular matrix organization (GO:0030198)                                     | 0.01    |
| 4  | post-embryonic body morphogenesis (GO:0040032)                                     | 0.01    |
| 5  | collagen and cuticulin-based cuticle development (GO:0040002)                      | 0.01    |
| 6  | epithelium development (GO:0060429)                                                | 0.02    |
| 7  | response to reactive oxygen species (GO:0000302)                                   | 0.02    |
| 8  | gamma-aminobutyric acid receptor clustering (GO:0097112)                           | 0.05    |
| 9  | neurotransmitter-gated ion channel clustering (GO:0072578)                         | 0.05    |
| 10 | regulation of defense response to bacterium, incompatible interaction (GO:1902477) | 0.05    |
| 11 | protein localization to actomyosin contractile ring (GO:1990179)                   | 0.05    |
| 12 | GTP metabolic process (GO:0046039)                                                 | 0.05    |
| 13 | Mo-molybdopterin cofactor biosynthetic process (GO:0006777)                        | 0.05    |
| 14 | positive regulation of eating behavior (GO:1904000)                                | 0.05    |
| 15 | Mo-molybdopterin cofactor metabolic process (GO:0019720)                           | 0.05    |
| 16 | regulation of multicellular organism growth (GO:0040014)                           | 0.05    |

**Supplementary, table 2:** Functional enrichment analysis of the significantly changing transcripts in unexposed *C. elegans* stage L3 vs L4. Nematodes were cultured on NGM plates supplemented with OP50 for 27 h (L1 to L3 stage) and 47 h (L1 to L4 stage). The top 200 significant up/down regulated genes were further analyzed by means of WormEnrichr focussing on the GO term Biological Process. The respective GO terms and the p-values are indicated.

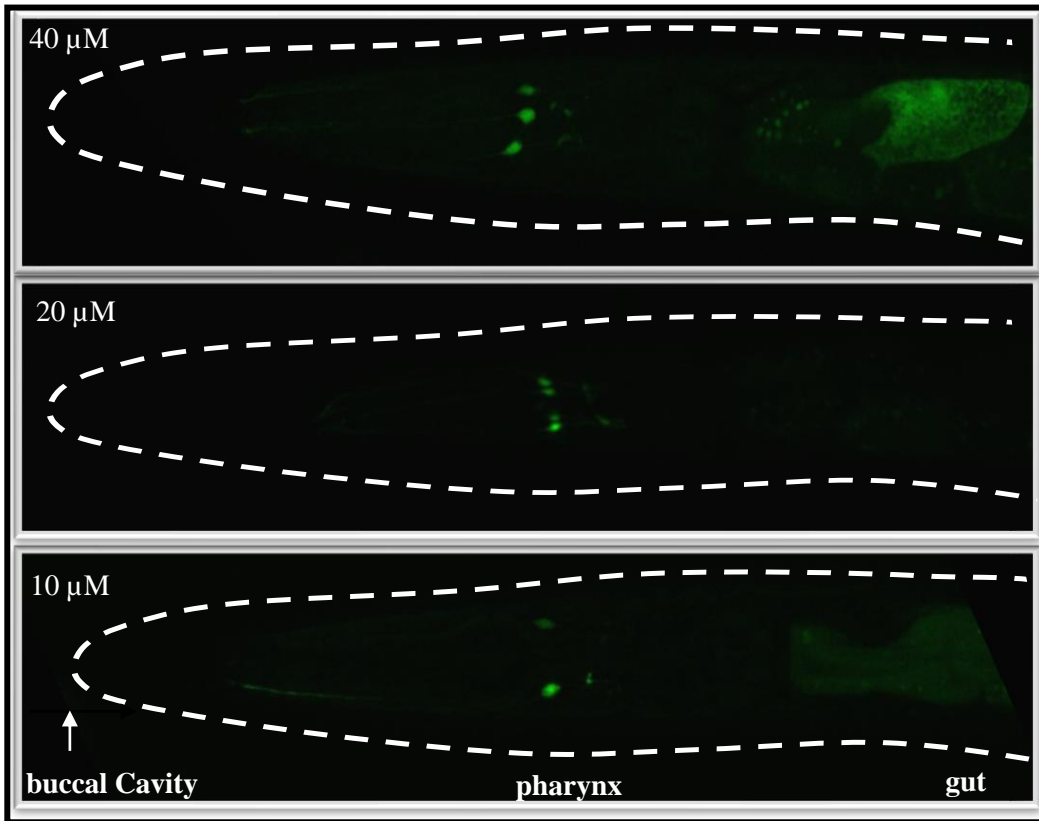

**Supplementary, figure 4:** The transgenic *T08G5.1::GFP* worms were exposed for 72h to 10, 20, 40  $\mu\text{M}$  Cd. A cadmium dose-dependent increase in fluorescent signal was observed in the gut and the neurosensory cells at the lower part of the metacarpus of the pharynx. The images were taken applying the same settings of the blue laser by means of a A1R confocal Nikon microscope using a 20 $\times$  objective at  $\lambda_{\text{ex}} = 450\text{-}490$  nm and analysed further by means of the ImageJ 1.49C software.

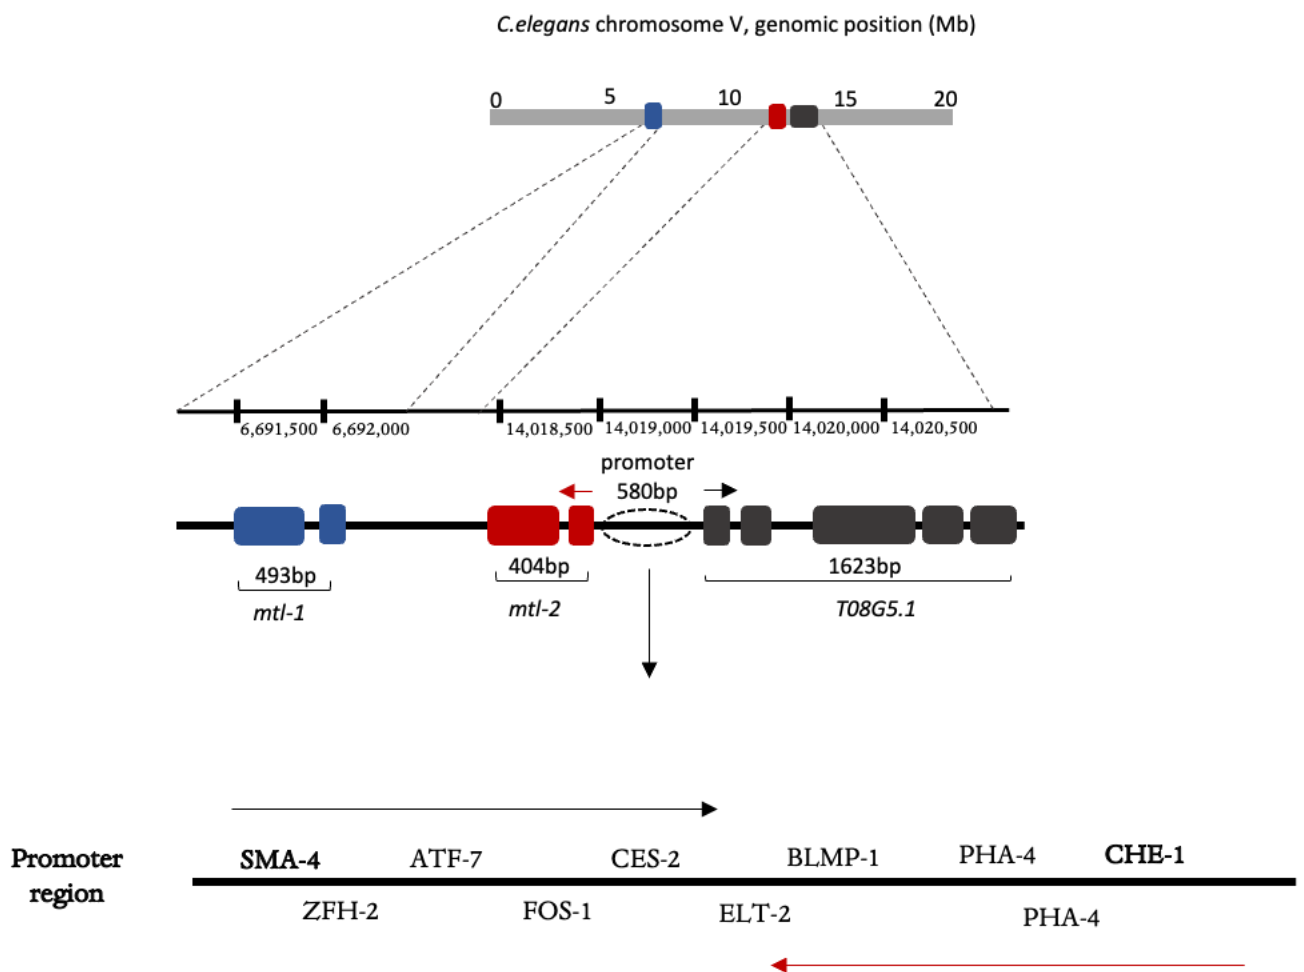

**Supplementary, figure 5:** A schematic representation of *C. elegans* chromosome V displaying the location of the *mtl-1*, *mtl-2* and *T08G5.1*. The promoter binding site was screened to predict transcription factor binding sites. Multiple elements were identified in the shared promoter region, with CHE-1 and SMA-4 promising candidates as both are involved in metal ions response and expressed in neuron cells (the transcription factors in this illustration were distributed randomly). Note, *T08G5.1* is upstream of *mtl-2* with a shared promoter whereas *mtl-1* is located some 7,000,000 bp downstream (adapted from <https://wormbase.org/>).

|                   | <b>T08G5.1</b> |      | <b>MTL-1</b> |      | <b>MTL-2</b> |      |
|-------------------|----------------|------|--------------|------|--------------|------|
| <b>AA</b>         | Number         | %    | Number       | %    | Number       | %    |
| <b><i>Ala</i></b> | 7              | 2.9  | 8            | 10.7 | 7            | 11.1 |
| <b><i>Arg</i></b> | 29             | 12.0 | -            | -    | -            | -    |
| <b><i>Asn</i></b> | 12             | 5.0  | 2            | 2.7  | 4            | 6.3  |
| <b><i>Asp</i></b> | 15             | 6.2  | 5            | 6.7  | 4            | 6.3  |
| <b><i>Cys</i></b> | 3              | 1.2  | 19           | 25.3 | 18           | 28.6 |
| <b><i>Gln</i></b> | 10             | 4.1  | 5            | 6.7  | 3            | 4.8  |
| <b><i>Glu</i></b> | 13             | 5.4  | 6            | 8.0  | 3            | 4.8  |
| <b><i>Gly</i></b> | 8              | 3.3  | 6            | 8.0  | 4            | 6.3  |
| <b><i>His</i></b> | 11             | 4.6  | 4            | 5.3  | 1            | 1.6  |
| <b><i>Ile</i></b> | 16             | 6.6  | -            | -    | -            | -    |
| <b><i>Leu</i></b> | 8              | 3.3  | -            | -    | -            | -    |
| <b><i>Lys</i></b> | 20             | 8.3  | 13           | 17.3 | 8            | 12.7 |
| <b><i>Met</i></b> | 6              | 2.5  | 1            | 1.3  | 1            | 1.6  |
| <b><i>Phe</i></b> | 7              | 2.9  | -            | -    | -            | -    |
| <b><i>Pro</i></b> | 22             | 9.1  | 1            | 1.3  | 1            | 1.6  |
| <b><i>Ser</i></b> | 17             | 7.1  | 2            | 2.7  | 4            | 6.3  |
| <b><i>Thr</i></b> | 16             | 6.6  | 2            | 2.7  | 3            | 4.8  |
| <b><i>Trp</i></b> | 2              | 0.8  | -            | -    | -            | -    |
| <b><i>Tyr</i></b> | 6              | 2.5  | 1            | 1.3  | 1            | 1.6  |
| <b><i>Val</i></b> | 13             | 5.4  | -            | -    | 1            | 1.6  |

**Supplementary, table 3:** The composition of the T08G5.1 protein and the percentage of each amino acid is indicated in comparison to other cadmium-responsive proteins, namely MTL-1, and MTL-2, Note: T08G5.1 is arginine (Arg)/proline (Pro) rich. The sequence and amino acids component of the protein was retrieved from [www.wormbase.org](http://www.wormbase.org).

How the deposited data were processed for this re-analysis (not part of the article)

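The study grew synchronized *C. elegans* from L1 with 0 or 20 µM Cd to L3 (27 h) or L4 (47 h) and sequenced poly-A RNA of 3 biological replicates in each of the 4 groups, 12 libraries in all. The authors mapped paired-end reads with STAR to the WBcel235 genome and made the deposited gene counts with featureCounts, as the methods state. The counts are whole numbers without normalization, 1 value per gene and library, and the replicates were not pooled. The annotation release, the strandedness and the handling of reads that map to several places are not named in the paper's text. Each library holds 46546 named genes and 1 entry without a name, which was left out. The authors' comparison used DESeq2's Wald test with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.

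Libraries were assigned to groups by their titles, treatment and the paper, and the assignment was checked with *mtl-1*, because 1 label field of the exposed libraries names a Cd level of 0. Pairs of libraries of a group were checked for duplicates, and none differed by as little as sampling alone would give. The lowest chi-square per degree of freedom was 3.33, between exposed L4 replicates 2 and 3, while the other pairs lay between 13.1 and 99.2. The paper gives biological replicates, and whether these L4 libraries shared a step of handling is not known. That question bears on the tests at L4. In a principal component analysis the first component held 91.9% of the variance and separated the stages. The 10 genes with the most counts held between 4.68% and 6.85% of a library. Totals between 23899991 and 44766672 counts per library allow low counts to be seen only with wide errors, and a fold against a group with at most 3 counts in every library was given only as a bound. Fitted log2 differences between the stages that rest on such a group are printed with that limit, since they depend on the prior count.

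All computations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Differential expression was tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest with default settings) on TMM-normalized counts for genes that pass filterByExpr, with Benjamini-Hochberg adjustment and the threshold above. Only the 2 groups compared were in the fit for Cd at L3, Cd at L4 and unexposed L4 against L3. The difference between the Cd effects at both stages was tested in a fit of all 12 libraries. The common biological coefficient of variation was 0.155 at L3, 0.157 at L4, 0.177 between unexposed stages and 0.156 over all libraries. Overlaps between stages used Fisher's exact test, one-sided, over the genes tested at both. Expression values are CPM (counts scaled by library size with TMM factors), and log values for the list plots used a prior count of 2.

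The tests were tried on simulated data with the spread and depth of these libraries, in which 200 genes were changed. Only genes above a minimum mean count were changed, each by more than the fold minimum, and genes were drawn independently. The recovered shares therefore do not carry over to low counts, to changes near the threshold or to genes that vary together. The quasi-likelihood test recovered 95.5% of them at L3, 96.5% at L4, 95.5% between unexposed stages and 82.5% for the difference between the stages, with 7, 5, 8 and 5 false calls. DESeq2's Wald test recovered 95%, 98%, 96% and 85.5%, with 8, 6, 14 and 13 false calls. A list shifted by 0.6 on the log2 scale was found by each of the 3 list tests, and 0 other lists were called. Genes of a list varied independently there, so this does not show how often lists of correlated genes are called.

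The genes named in the text were fixed by a rule written before the data were examined. They are every gene the paper names from its RNA-seq, the qPCR reference gene *rla-1*, and for each Cd comparison up to 10 genes with the largest log2 fold change in each direction among those past the threshold whose exposed libraries all lie on the same side of the unexposed ones. For the difference between the stages they are the genes the paper lists as common and the 5 with the largest difference in each direction. *rla-1* had a log2 fold change of -0.02 at L3 (adjusted p = 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.01 at L4 (adjusted p = 0.963 from the same test).

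Gene lists were tested with camera in edgeR with the preset correlation of 0.01, for lists with at least 3 tested genes, and with fry and an estimated correlation as alternatives. The 14 lists were the *col*, *abu*, *cutl*, *lipl*, *gst*, *ptr*, *wrt*, *grl*, *grd*, *nas*, *hsp* and *msp* families, a list of metal-handling genes and a list of moulting-cycle genes. Members were chosen by gene name. Correlations of the Cd effect with the difference between the unexposed stages used separate unexposed libraries for each effect and were compared with 20 simulations of unchanged groups.

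The alternatives tried for differential expression were DESeq2's Wald test, DESeq2's size factors in edgeR, library totals, no filter, a mean of at least 50 counts, the unadjusted p, no fold minimum, glmTreat against a fold of 2, robust dispersion, the replicate number as a block, all 12 libraries in one fit, and leaving out each library in turn. Tests chosen after the data were examined included the removal of each library's trend over gene length (loess with a span of 0.5), the share of the 10 most counted genes, the thinning of all libraries to the smallest total, the correlation of differences between unexposed L3 replicates with the effect of Cd, the comparison of the moulting-cycle list between unexposed replicates with 10000 random lists of similar expression, the direction at L4 of the genes that fall at L3, the *mtl-1* check on labels and the check of *K04A8.20*. The functional enrichment of GO terms, the qPCR, RNAi, GFP and brood-size experiments were not analysed here. No genome sequence was used, so the GC content of genes was not examined.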

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

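The tests on gene length, on the share of the most counted genes, on equal depth, on the labels with *mtl-1*, on the direction at L4, on the moulting-cycle list between unexposed replicates and on *K04A8.20* without single libraries were chosen only after the result was seen.

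The effect of Cd differed between L3 and L4 worms for 1072 of 17196 genes, found by testing the difference itself with edgeR's quasi-likelihood test in a fit of all 12 libraries. Of 100 splits of the libraries within each stage, the real one included, 1 gave as many genes. The next largest numbers, 711, 396, 363, 359 and 129, came from splits that kept exposed and unexposed L3 libraries apart. Lower depth at L4 is argued against for the larger number of genes at L3, since the median total count at L4 was 1.20 times that at L3, and 547 genes at L3 against 10 at L4 passed with all libraries thinned to one total. A larger spread between L4 replicates is argued against as the whole cause, since with one estimate of the spread for all 12 libraries 703 genes passed at L3 and 93 at L4, a ratio of 7.56. That estimate narrowed the gap from 545 against 7, so the spread stays open as a part of it. The gap was also narrower with DESeq2's Wald test (776 against 176) and with the unadjusted p (906 against 463). For the genes lower in exposed L3 worms, a trend over gene length is argued against as the whole cause by the 481 genes called lower at L3 after each library's trend was removed, against 508 before, and a few genes taking most of the counts by the 10 most counted genes, which held at most 6.25% of any L3 library. Mislabelled L3 libraries are argued against by *mtl-1*, whose lowest exposed library was 34.2 times its highest unexposed one. The GC content of genes, reads shared between paralogs and mixed-in RNA of other organisms were not tested, and the labels and the paper name no sequencing batch. Stage and length of exposure changed together, so a difference between the stages and a difference between 27 h and 47 h of exposure both stay open, as does a difference in the point of development at which worms were collected. How few libraries carry the L3 result, and a fit under which more genes pass at L4 than at L3, are given with the processing alternatives.

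For the moulting-cycle list the median difference between the effects at L3 and L4 was -0.89 (log2), with adjusted p = 1.8e-20 from camera with the preset correlation. The adjusted p was 0.00732 with fry and 0.107 when the correlation between genes was estimated from the data, so the call rests on the preset value or on fry. Without single libraries the median stayed between -1.06 and -0.77, and with the size factors of DESeq2, which moved the median of all genes to 0.11, it was -0.78. An effect of Cd that lowers such genes whatever the stage is argued against, because 94.8% of the genes lowered at L3 and tested at L4 were higher in exposed L4 worms. That share was 91.3% without L4 exposed replicate 1, the smaller of the values without that library or without L4 unexposed replicate 2, so these libraries are argued against as the only source. A difference in developmental timing between exposed and unexposed worms of the same age stays open. The effect at L3 correlated with the difference between the unexposed stages at 0.194, but the simulated groups it was compared with let genes vary independently, so the value does not decide. A direct lowering of cuticle genes by Cd would give the same sign and also stays open.

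Among the genes common to both stages, the effect differed past the threshold for *mtl-1* (2.39), *cdr-1* (1.38) and *T08G5.1* (1.36), each higher at L3. Over all alternatives the adjusted p of the difference ranged from 1.5e-10 to 0.0182 for *mtl-1*, from 0.000700 to 0.0569 for *cdr-1* and from 0.00947 to 0.170 for *T08G5.1*. Every exposed library of these genes lay above every unexposed one at both stages. For *cdr-1* and *T08G5.1*, swapped labels at L3 are argued against by the *mtl-1* ratio of 34.2 given above. For *mtl-1* that ratio is the effect itself, so it cannot decide. Lower depth at L4 is argued against by the ratio of 1.20 between the median totals. Reads of *T08G5.1* and *mtl-2*, which are neighbours, were not examined for sharing. If a fixed share of *mtl-2* reads made up the *T08G5.1* counts, both would rise by the same fold. Without single libraries the log2 fold change at L3 was 5.11 to 5.34 for *T08G5.1* and 1.71 to 1.97 for *mtl-2*. At L4 the ranges were 3.68 to 4.13 and 1.83 to 2.63. These values argue against such reads as the source of the *T08G5.1* increase. Stage and length of exposure both stay open as biological explanations.

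The largest negative differences were those of *C38C6.5* (-5.91), *F07G11.1* (-5.51), *F32H2.8* (-4.88), *Y17D7C.2* (-4.81) and *Y69A2AR.14* (-4.78), and the largest positive ones those of *F02E11.3* (5.83), *fbxa-224* (4.38), *scl-14* (4.37), *acbp-4* (3.73) and *T20F10.9* (3.18). For each of these except *T20F10.9*, the 3 libraries of at least 1 group had at most 3 counts each, so the fitted difference depends on the prior count and its size is not a bound. *C38C6.5* had 4, 7 and 3 counts in unexposed and 0, 0 and 0 in exposed L3 worms, against 83, 46 and 57 and then 78, 72 and 97 counts at L4. *acbp-4* had 0, 0 and 1 counts in unexposed and 7, 7 and 9 in exposed L3 worms, against 173, 137 and 149 and then 171, 182 and 167 counts at L4. These 2 genes passed the threshold in all 12 fits that each left out one library. *Y69A2AR.14* had at most 3 counts in every L3 library, so its effect at L3 was not measurable at this depth. *F07G11.1* passed in 11 of the 12 fits and was lost without L4 exposed replicate 1 (adjusted p = 0.0561 from the same test). *F32H2.8* had 20, 1 and 5 counts in exposed L4 worms, passed in 8 of the 12 fits, and without L4 exposed replicate 1 had a difference of -3.24 (adjusted p = 0.126 from the same test). The others passed in 7 (*scl-14*), 4 (*T20F10.9*), 3 (*F02E11.3*, *Y69A2AR.14*) and 2 (*Y17D7C.2*, *fbxa-224*) of the 12 fits. With DESeq2's Wald test *F02E11.3*, *F07G11.1* and *scl-14* received no adjusted p and so were not called. Their differences in that fit were 5.11, -4.86 and 4.66. Sampling of few counts is the technical explanation that stays open for all of them, reads shared with paralogs were not tested, and no biological explanation was tested.

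*K04A8.20*, which the paper lists at L3, was also higher in exposed L4 worms, with a log2 fold change of 3.33 at counts of at most 5 in unexposed worms. A single library as its source is argued against, since the lowest log2 fold change without any one library was 3.15. Its adjusted p ranged from 0.000579 to 0.224 over the alternatives, and DESeq2 gave it no adjusted p at L4. *lipl-4* starts shortly after *K04A8.20* on the same strand, and reads that run across both genes were not examined and stay open, beside an effect of Cd.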

How the results depend on the processing

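The thinning of all libraries to the smallest total is the one test here that was chosen only after the result was seen. In the counts that follow, the cause of a change was not tested, apart from the thresholds, which pass more or fewer genes by their construction.

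With DESeq2's Wald test 91 genes were up-regulated at L3, the down-regulated share at L3 was 88.3%, 176 genes were called at L4 (137 up, 39 down), and 2 were down-regulated at both stages. With no filter there were 88 up-regulated genes and a share of 88.7% at L3, 267 genes at L4 (226 up, 41 down), and 9 up-regulated and 5 down-regulated genes at both stages. With the unadjusted p there were 906 genes at L3 (135 up, 771 down, a share of 85.1%), 463 at L4 (376 up, 87 down), 12 up-regulated and 7 down-regulated at both stages and 1728 with a difference between the stages. Without a fold minimum there were 981 genes at L3 (205 up, 776 down, a share of 79.1%), 1 down-regulated at both stages and 1997 with a difference. Testing against a fold of 2 with glmTreat left 6 genes at L3 (6 up, 0 down, a share of 0%), 0 at L4 (0 up, 0 down), 0 up-regulated at both stages and 209 with a difference. Robust dispersion gave 15 genes at L4 (12 up, 3 down). All 12 libraries in one fit gave 72 up-regulated genes and a share of 89.8% at L3, 93 genes at L4 (73 up, 20 down) and 8 up-regulated at both stages. With library totals the share was 90.7% at L3, and at L4 there were 0 down-regulated genes, a share of 0%, against 87 at the unadjusted p. A mean of at least 50 counts likewise gave 0 down-regulated genes at L4, a share of 0%. Of the 28 list tests, 7 passed with fry and 1 with the estimated correlation. The correlation of the Cd effect with the stage effect was 0.138 at L3 and -0.200 at L4 with Pearson's coefficient, and -0.402 at L4 with a mean of at least 50 counts, with the sign kept.

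Leaving out single libraries gave from 5 to 1258 genes at L3 (from 5 to 380 up, from 0 to 878 down, a share from 0% to 92.9%). Without L3 unexposed replicate 2, exposed replicate 1 or exposed replicate 2 there were 5, 6 and 5 genes, none of them down-regulated, against 771 down-regulated at the unadjusted p with all libraries. Without unexposed replicate 3 there were 1258, without unexposed replicate 1 there were 162 and without exposed replicate 3 there were 254. At L4 the range was from 0 to 12 genes (from 0 to 11 up, from 0 to 1 down), with a share from 0% to 8.33% in the 3 fits that called any gene. There were 0 genes without unexposed replicate 3, exposed replicate 2 or exposed replicate 3, where 463 passed the unadjusted p with all libraries, 3 without unexposed replicate 1 and 12 without unexposed replicate 2. From 0 to 5 genes were up-regulated and 0 down-regulated at both stages. The difference between the stages was called for 635 genes without L3 unexposed replicate 1 to 1555 without L3 unexposed replicate 3, and from 18 to 20 list tests passed.

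Some values near 0 changed sign. The *gst* list at L4 had a median of -0.0294 with the size factors of DESeq2, and from -0.0733 to -0.00634 without single libraries. *rla-1* had a log2 fold change of 0.0402 at L3 with library totals, and at L4 of 0.0489 with library totals and 0.00699 with a mean of at least 50 counts. Without single libraries *rla-1* lay between -0.0883 and 0.0569 at L3 and between -0.0569 and 0.0386 at L4. The corresponding ranges were -0.150 to 0.119 for the *hsp* list and -0.0743 to 0.276 for the *msp* list at L3, -0.00764 to 0.0570 for the *msp* list at L4, -0.150 to 0.184 for *hsp-16.2* at L3 and -0.572 to 0.0646 for *gst-19* at L4. For the difference between the stages they were -0.0480 to 0.306 for the *lipl* list, -0.0649 to 1.40 for *F09C8.1* and -0.789 to 0.0324 for *mtl-2*.

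The number of genes between the unexposed stages stayed within 1.5 times its value under all alternatives, from 7382 to 13411, and from 9185 to 9559 without single libraries. All named genes tested between these stages kept their direction and call. The median log2 fold change of all genes between these stages was -0.28 with no filter, -0.18 with DESeq2 and -0.16 in the fit of all 12 libraries, and that of the difference between the effects was 0.11 with a mean of at least 50 counts. At L3 the total stayed within 1.5 times under DESeq2's test and size factors, library totals, no filter, a mean of at least 50 counts, robust dispersion and the fit of all 12 libraries, from 468 to 782. The number with a difference between the stages did so under the same alternatives where they apply, from 981 to 1282.

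Among the named genes at L3, 6 gained the call and 33 were the same with DESeq2's test, and the same numbers held with no filter. All 39 were the same with the size factors of DESeq2. With the replicate number as a block, 24 of them lost the call. At L4, 27 gained the call with DESeq2's test and 1 lost it, *K04A8.20*, which received no adjusted p. The call was gained by 25 with no filter, 17 in the fit of all 12 libraries and 4 with robust dispersion. All 37 were the same with the size factors. With the replicate number as a block, 22 gained the call at L4 and 1 lost it. For the difference between the stages, 1 gained and 3 lost the call with DESeq2's test, the latter because they received no adjusted p. With library totals 2 lost it. Over the fits without single libraries, calls were lost 89 times and gained 6 times at L3, lost 30 times and gained 7 times at L4, and lost 69 times and gained 3 times for the difference.

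With the replicate number as a replicate block, there were 5 genes at L3 (5 up, 0 down, a share of 0%, where 771 were down-regulated at the unadjusted p without the block) and 387 at L4 (343 up, 44 down). Same-numbered libraries did not deviate together from their group means at L3, with correlations of -0.157, 0.076 and -0.16 across genes. At L4 the values were 0.376 for number 1, 0.32 for number 2 and -0.0955 for number 3. Of the differently numbered L4 pairs, unexposed 1 with exposed 2 gave -0.315 and unexposed 2 with exposed 1 gave -0.408. Unexposed 1 with exposed 3 gave -0.203 and unexposed 3 with exposed 2 gave -0.0706. Differently numbered pairs also deviated together, with 0.245 for unexposed 2 with exposed 3 and 0.119 for unexposed 3 with exposed 1. Because the third same-numbered pair did not deviate together, the numbers were not taken to pair the samples, but a pairing of the other two at L4 stays open. The cause of the change in the L4 number was not tested.

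Depth limits the genes with few counts. A gene with at most 3 counts in each library of a group has no measured fold change, and *gst-18* at L4 and *C06A1.8* at L3 were not tested. Thinning all libraries to the smallest total of 23899991 counts left 547 genes at L3 and 10 at L4, so neither number fell by 1.5 times or more at the lower depth.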

Differences from the paper's values

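No test in this part was chosen only after the result was seen.

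The paper's number of differentially expressed genes at L4 is 179, against 7 here. Of the alternatives set before the data were examined, DESeq2's Wald test (176) and no filter (267) gave a number within 1.5 times the paper's. The other 9 did not, with 7 with the size factors of DESeq2 and with library totals, 5 with a mean of at least 50 counts, 463 with the unadjusted p, 9 without a fold minimum, 0 with glmTreat (where 84 passed its own unadjusted p), 15 with robust dispersion, 387 with the replicate number as a block and 93 in the fit of all 12 libraries. Leaving out single libraries, with at most 12, did not either.

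The paper's number of up-regulated genes at L3 is 91, against 37 here. DESeq2's Wald test gave 91, no filter 88, the unadjusted p 135 and the fit of all 12 libraries 72, each within 1.5 times the paper's number. The size factors of DESeq2 (36), library totals (50), a mean of at least 50 counts (32), no fold minimum (205), glmTreat (6), robust dispersion (45), the replicate number as a block (5) and leaving out single libraries (5 to 380) did not close the gap.

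The paper's number of up-regulated genes at L4 is 141, against 6 here. Only DESeq2's Wald test, with 137, came within 1.5 times the paper's number. No filter gave 226, and the other alternatives, leaving out single libraries included, gave at most 73 or at least 343. For down-regulated genes at L4 the paper's number is 38, against 1 here. DESeq2's Wald test (39), no filter (41) and the replicate number as a block (44) closed this gap. The unadjusted p (87), the fit of all 12 libraries (20) and the rest (at most 3) did not. The paper's number of genes down-regulated at both stages is 2, against 0 here. DESeq2's Wald test gave 2, while no filter gave 5, the unadjusted p 7, no fold minimum 1 and the other alternatives 0.

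The paper's methods name DESeq2. The paper lists *mtl-2*, *cdr-1* and *lipl-4* among the genes up-regulated at both stages, and at L4 these had adjusted p-values of 0.0547, 0.0524 and 0.0547 from edgeR's quasi-likelihood test, just outside the threshold. All 3 passed at L4 with DESeq2's Wald test, the unadjusted p, no filter, the replicate number as a block and the fit of all 12 libraries. *cdr-1* also passed with library totals and robust dispersion and without L4 exposed replicate 1, *lipl-4* with robust dispersion and without L4 unexposed replicate 2, and *mtl-2* without L4 unexposed replicate 2. Conversely, *K04A8.20*, which the paper lists at L3 alone, was called at both stages here. The legend of Fig. 1 names *lipl-1* where the text and Table 1 name *lipl-4*. *lipl-1* fell at L3, with a log2 fold change of -0.58. At L4 its log2 fold change was -1.20 (adjusted p = 0.163 from edgeR's quasi-likelihood test), with exposed and unexposed libraries overlapping. Without L4 unexposed replicate 2 it was -0.29.

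Of the genes in Table 1, *T20F10.9*, *cyp-13A4* and *C05G5.8* at L3 did not pass as up-regulated. DESeq2's Wald test, no filter, the unadjusted p and the fit without L3 unexposed replicate 3 called them, and robust dispersion and the fit of all 12 libraries called *T20F10.9*. *C06A1.8* and *lfor-1* did not pass as down-regulated at L3. DESeq2's test called both, and no filter, the unadjusted p and the fit without L3 unexposed replicate 3 called *lfor-1*. At L4, 5 of the 15 up-regulated genes in Table 1 passed. DESeq2's test, no filter, the unadjusted p and the replicate number as a block called all 15, the fit of all 12 libraries 14, the fit without unexposed replicate 2 called 9, robust dispersion 7 and library totals 6. Of the 15 down-regulated genes at L4, 0 passed, against 15 with DESeq2's test and with the unadjusted p, 13 with no filter, 10 with the replicate number as a block, 6 in the fit of all 12 libraries and 1 with robust dispersion.

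The paper gives *hsp-70* and *hsp-16.2* as up-regulated at L4. Their log2 fold changes were 1.15 and 1.14 with adjusted p-values of 0.0524 and 0.0799 from edgeR's quasi-likelihood test. Both passed with DESeq2's Wald test, no filter, the unadjusted p, the replicate number as a block, the fit of all 12 libraries and the fit without L4 unexposed replicate 1, and *hsp-70* also with robust dispersion. The paper gives *gst-18* and *gst-19* as up-regulated at L3, where their adjusted p-values were 0.110 and 0.0548 from the same test. DESeq2's test, no filter, the unadjusted p and the fit without L3 unexposed replicate 3 called both. The paper names the *col*, *abu*, *cutl* and *lipl* families beside these up-regulated genes. At L3 their medians were -0.59, -1.56, -0.25 and -0.36.

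The paper's discussion places *T08G5.1* on the antisense and *mtl-2* on the sense strand, whereas the deposited annotation has *T08G5.1* on the forward and *mtl-2* on the reverse strand. The paper places *mtl-1* upstream in its text and downstream in the legend of the map, and in chromosome coordinates it lies 7326406 bp before *mtl-2*.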

Other observations

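The tests on the direction at L4, on the moulting-cycle list between unexposed replicates and on the libraries behind the L3 genes were chosen only after the result was seen.

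For Cd at L3, for Cd at L4 and between the unexposed stages, 1 of the 10 splits of the 6 libraries gave as many genes, which was the real one. This is the smallest share that 3 libraries against 3 allow, so the count of splits by itself excludes no grouping by chance in any of the comparisons. Between the unexposed stages other values argue against it, since the first principal component, with 91.9% of the variance, separated the stages, and *msp-65* had 0 counts in every unexposed L3 library and was at least 776-fold higher at L4. At L3 the *mtl-1* values, with a ratio of 34.2 between the lowest exposed and the highest unexposed library, argue against it for the labels, while the number of genes called rests on few libraries.

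Of the genes lowered by Cd at L3, 480 were tested at L4 and 455 of these (94.8%) were higher in exposed L4 worms, with a median log2 fold change of 0.81, while 52.5% of all genes were higher. Without L4 unexposed replicate 2 the share was 94.0% with a median of 0.56, and without L4 exposed replicate 1 it was 91.3% with a median of 0.46. The list, centred on the mean of its stage, lay at 1.24, 1.2 and 0.298 in unexposed and at -0.999, -0.977 and -0.618 in exposed L3 libraries. It lay at -0.0149, -0.952 and -0.215 in unexposed and at 0.964, 0.1 and 0.145 in exposed L4 libraries. The L3 values carry the choice of the genes, and the L4 values do not. These values argue against a lowering of these genes by Cd whatever the stage, and which of developmental timing, length of exposure and stage lies behind the opposite direction stays open.

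A hypothesis is that worms of the same age differed in their position in the moulting cycle when collected. If so, the list of moulting-cycle genes would differ also between unexposed replicates of a stage, by more than lists of random genes of similar expression do. The largest difference was a median of -0.693 from unexposed L4 replicate 1 to replicate 2, where 10000 random lists lay between -0.134 and 0.135. From L4 replicate 1 to 3 and from 2 to 3 the medians were -0.126 and 0.523, and between the L3 replicates they were -0.085, -0.378 and -0.274. In each of the 6 comparisons 0 of the 10000 random lists lay as far from 0. Genes of one pathway vary together for other reasons too, and random lists do not carry such correlation, so the values do not decide and the hypothesis stays open. Unexposed L3 replicate 3 lay toward the exposed libraries, since across genes its difference from replicates 2 and 1 correlated with the effect of Cd measured against the remaining replicate at 0.495 and 0.452.

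A related hypothesis is that Cd shifted the point of development of exposed worms. It predicted, before the result was seen, that the effect of Cd at L3 correlates with the difference between the unexposed stages when separate unexposed libraries are used. The correlation was 0.194, and simulated groups without a difference gave at most 0.0191. In the simulations genes vary independently, whereas differences between unexposed replicates correlated with the effect of Cd as well, as given above, so this comparison does not decide and the hypothesis stays open. The sign is that of exposed L3 worms lying toward L4, and at L4 the sign was the opposite. This measure places worms only along a line from L3 to L4. Opposite signs therefore do not exclude a single delay or advance for genes that rise and fall within a stage. Of the 508 genes lowered at L3, 430 were called lower in unexposed L4 than in unexposed L3 worms, and 13 higher. Both comparisons use the same unexposed L3 libraries, so these numbers do not decide either. The correlation cannot separate a shift in timing from a direct effect on genes that change with development.

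The *msp* list, which the study does not name as changed by Cd, had a median log2 fold change of 0.01 over 3 genes at L3 (camera, adjusted p = 0.786) and of 0.05 over 31 genes at L4 (camera, adjusted p = 0.708). At both stages 0 of its genes passed when adjusted over the list alone, and 0 passed the unadjusted p. Its median difference between the stages was -0.17 (camera, adjusted p = 0.904).

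For the difference between the stages, the lists other than *lipl*, *gst* and *msp* passed an adjusted p of 0.05 with camera and with fry, and none passed with the estimated correlation.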
